# Particulate Matter from Both Heavy Fuel Oil and Diesel Fuel Shipping Emissions Show Strong Biological Effects on Human Lung Cells at Realistic and Comparable *In Vitro* Exposure Conditions

**DOI:** 10.1371/journal.pone.0126536

**Published:** 2015-06-03

**Authors:** Sebastian Oeder, Tamara Kanashova, Olli Sippula, Sean C. Sapcariu, Thorsten Streibel, Jose Manuel Arteaga-Salas, Johannes Passig, Marco Dilger, Hanns-Rudolf Paur, Christoph Schlager, Sonja Mülhopt, Silvia Diabaté, Carsten Weiss, Benjamin Stengel, Rom Rabe, Horst Harndorf, Tiina Torvela, Jorma K. Jokiniemi, Maija-Riitta Hirvonen, Carsten Schmidt-Weber, Claudia Traidl-Hoffmann, Kelly A. BéruBé, Anna J. Wlodarczyk, Zoë Prytherch, Bernhard Michalke, Tobias Krebs, André S. H. Prévôt, Michael Kelbg, Josef Tiggesbäumker, Erwin Karg, Gert Jakobi, Sorana Scholtes, Jürgen Schnelle-Kreis, Jutta Lintelmann, Georg Matuschek, Martin Sklorz, Sophie Klingbeil, Jürgen Orasche, Patrick Richthammer, Laarnie Müller, Michael Elsasser, Ahmed Reda, Thomas Gröger, Benedikt Weggler, Theo Schwemer, Hendryk Czech, Christopher P. Rüger, Gülcin Abbaszade, Christian Radischat, Karsten Hiller, Jeroen T. M. Buters, Gunnar Dittmar, Ralf Zimmermann

## Abstract

**Background:**

Ship engine emissions are important with regard to lung and cardiovascular diseases especially in coastal regions worldwide. Known cellular responses to combustion particles include oxidative stress and inflammatory signalling.

**Objectives:**

To provide a molecular link between the chemical and physical characteristics of ship emission particles and the cellular responses they elicit and to identify potentially harmful fractions in shipping emission aerosols.

**Methods:**

Through an air-liquid interface exposure system, we exposed human lung cells under realistic *in vitro* conditions to exhaust fumes from a ship engine running on either common heavy fuel oil (HFO) or cleaner-burning diesel fuel (DF). Advanced chemical analyses of the exhaust aerosols were combined with transcriptional, proteomic and metabolomic profiling including isotope labelling methods to characterise the lung cell responses.

**Results:**

The HFO emissions contained high concentrations of toxic compounds such as metals and polycyclic aromatic hydrocarbon, and were higher in particle mass. These compounds were lower in DF emissions, which in turn had higher concentrations of elemental carbon (“soot”). Common cellular reactions included cellular stress responses and endocytosis. Reactions to HFO emissions were dominated by oxidative stress and inflammatory responses, whereas DF emissions induced generally a broader biological response than HFO emissions and affected essential cellular pathways such as energy metabolism, protein synthesis, and chromatin modification.

**Conclusions:**

Despite a lower content of known toxic compounds, combustion particles from the clean shipping fuel DF influenced several essential pathways of lung cell metabolism more strongly than particles from the unrefined fuel HFO. This might be attributable to a higher soot content in DF. Thus the role of diesel soot, which is a known carcinogen in acute air pollution-induced health effects should be further investigated. For the use of HFO and DF we recommend a reduction of carbonaceous soot in the ship emissions by implementation of filtration devices.

## Introduction

Epidemiological studies provide compelling evidence that pollution by airborne particulate matter (PM) derived from fossil fuel combustion is an important cause of morbidity and premature death [1, 2]. Chronic PM exposure can induce short-term (e.g., cardiovascular diseases or asthma) and long-term health effects, most notably cancer. Diesel automobile emissions were recently classified as human carcinogens by the International Agency for Research on Cancer [3].

Diesel ship emissions substantially contribute to worldwide anthropogenic PM levels, which account for up to 50% of the PM-related air pollution in certain coastal areas, rivers and ports [4–7]. Epidemiological studies attribute up to 60,000 annual deaths from lung and cardiovascular disease [8] to ship engine PM. A variety of new regulations will soon be implemented to ensure cleaner ship emissions [9–11]. Low-grade heavy fuel oils (HFOs) contain high levels of sulphur, toxic polycyclic aromatic hydrocarbons (PAHs) and transition metals. Current regulations target HFO use by limiting their sulphur content. In this context, the maximum sulphur content in shipping fuel is internationally regulated by the International Maritime Organisation (IMO) at 3.5%; in most European and US coastal areas, the maximum allowed sulphur content is 1% (Sulphur Emission Control Areas, SECA) [12, 13]. Furthermore, in 2015, a 0.1% sulphur fuel limit will be implemented in the Baltic and North Sea SECAs [14]. To comply with these new sulphur limits, highly refined distillate fuels are necessary (diesel fuel, DF, or marine gas oil, MGO). Currently, MGO is the most used distillate fuel for marine shipping and contains up to 1% sulphur. In 2011, 170 million tons of HFO and 43 million tons of MGO and DF were consumed by ship diesel engines worldwide [15, 16]. This volume corresponds to approximately 21% of global fuel consumption [17].

The biological and health effects of land-based diesel engine emissions have been extensively studied using submersed cell cultures subjected to collected diesel exhaust particles [18, 19]. This submersed cell culture approach neglects the effect of airborne particle exposure, which can result in low sensitivity in measuring biological effects [20]. An alternative is the air-liquid interface (ALI) cell exposure technology. Current systems are technically mature enough to enable reproducible, direct, on-site exposure of lung cell culture to emission aerosols under realistic dilution, flow and humidity conditions [21]. Multiple ALI-exposure studies using car diesel engines [22–25] highlight the improved sensitivity of ALI systems compared with submerged toxicological test systems that use collected diesel exhaust particles (DEP) [20].

Up to now three main causes for PM-induced health effects have been identified: genotoxicity, inflammation and oxidative stress; other mechanisms have also been described [19]. Thus far, all information on diesel PM has been inferred from research on car emissions. However, diesel emissions from ships differ greatly from car or truck diesel emissions due to the fuel composition (HFO) and combustion characteristics of ship engines [26]. Thus, the practice currently used to estimate the health impacts of ship diesel emissions based on analogous car or truck emissions [8, 12, 27] is problematic. The high levels of toxic compounds [6, 28] suggest that HFO emissions produce more detrimental acute and chronic toxic effects than car or truck diesel emissions.

This study targets the biological effects of airborne PM from both diesel and HFO ship emissions based on their chemical compositions. The joint analysis of the biological multi-omics data with the comprehensive aerosol analysis results provides an extensive overview of affected biological mechanisms and pathways and further identifies potentially harmful fractions of the shipping aerosols.

## Results and Discussion

### Experimental setup

The experimental setup is illustrated in Fig 1 (details in S1 and S2 Figs and in S1 Text). Briefly, we operated a four-stroke, one-cylinder common rail research ship diesel engine (80 kW) using either HFO (HFO 180) containing 1.6% sulphur or DF containing less than 0.001% sulphur and 3.2% plant oil methyl ester in compliance with the 2014 IMO-SECA-legislation (DIN EN590, see S1 Fig for the engine and fuel properties), which represents the common dual-fuel use in commercial shipping [10, 29]. The engine was operated according to the test cycle ISO 8178–4 E2 for ship diesel engines with a balance between harbour-manoeuvring and cruising engine-loads (Fig 2). The combustion aerosol was cooled and diluted with sterile air. Chemical and physical properties of the HFO and DF aerosol were comprehensively characterised using state-of-the-art, on-line and real-time techniques as well as off-line filter sample analyses. Results are summarised in Fig 2 (for details, see SI). In parallel with aerosol characterisation, confluent layers of two human epithelial lung cell lines (the human lung alveolar cancer cell line A549, purchased from the American Type Culture Collection, ATCC CCL-185; http://www.lgcstandards-atcc.org/Products/All/CCL-185.aspx, and human SV40-immortalised bronchial epithelial cells BEAS-2B, purchased from ATCC, CRL-9609; http://www.lgcstandards-atcc.org/Products/All/CRL-9609.aspx)) [30] were exposed to the diluted engine exhaust for 4 h at the ALI (Fig 1). Epithelial lung cells have direct contact to inhaled aerosol particles and gases and were therefore used as a model of aerosol inhalation. The cell lines A549 and BEAS-2B have been widely used for testing particles and gases at the air-liquid-interface [31–36]. The BEAS-2B cells are considered to better resemble the situation in human lung tissue while requirements for the cultivation of the cancer derived cell line A549 are better suited for labeling with the L-D_4_-Lysine isotope maker for the quantitative proteomics. The transcriptomics methodology is not based on metabolic labelling and thus well suited for the analysis of BEAS-2B cells. The quantitative comparative proteomics approach requires the labelling of the cells with D4-Lysine. However the BEAS-2B cells require specialized media and coating of the plates, which is currently incompatible with the metabolic labelling. Therefore simultaneuos SILAC-based proteomic and metabolic analysis was performed with the established A549 cell model. In summary the cells were analysed using transcriptome (BEAS-B), SILAC-proteome (A549), metabolome and metabolic flux measurements (A549) as well as cytotoxicity tests (A549). The omics data are stored in Gene Expression Omnibus (GSE63962) and Proteomics DB (PRDB004215), respectively. All experiments were performed in triplicate (3 independent exposures) and referenced to filtered aerosol (for normalising the effects induced by the gas phase) because particles and particle-related chemicals play an important role in the health relevance of diesel exhaust [37] and are therefor in the focus of this study.

**Fig 1:**
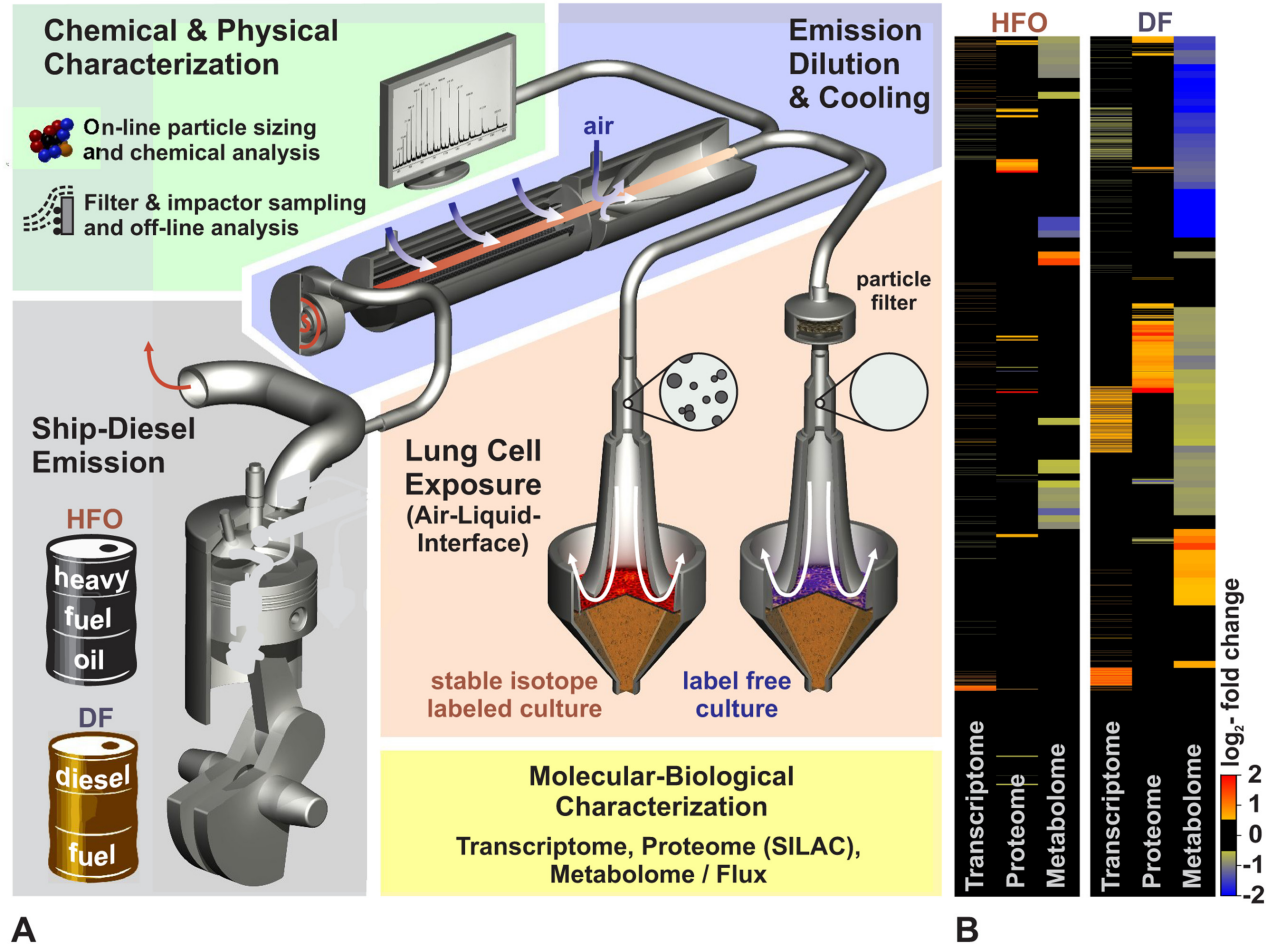
Experimental set-up and global omics analyses. (A) An 80 KW common-rail-ship diesel engine was operated with heavy fuel oil (HFO) or refined diesel fuel (DF). The exhaust aerosols were diluted and cooled with clean air. On-line real-time mass spectrometry, particle-sizing, sensor IR-spectrometry and other techniques were used to characterise the chemical composition and physical properties of the particles and gas phase. Filter sampling of the particulate matter (PM) was performed to further characterise the PM composition. Lung cells were synchronously exposed at the air-liquid-interface (ALI) to aerosol or particle-filtered aerosol as a reference. The cellular responses were characterised in triplicate at the transcriptome (BEAS-2B), proteome and metabolome (A549) levels with stable isotope labelling (SILAC and ^13^C_6_-glucose). (B) Heatmap showing the global regulation of the transcriptome, proteome and metabolome.

**Fig 2:**
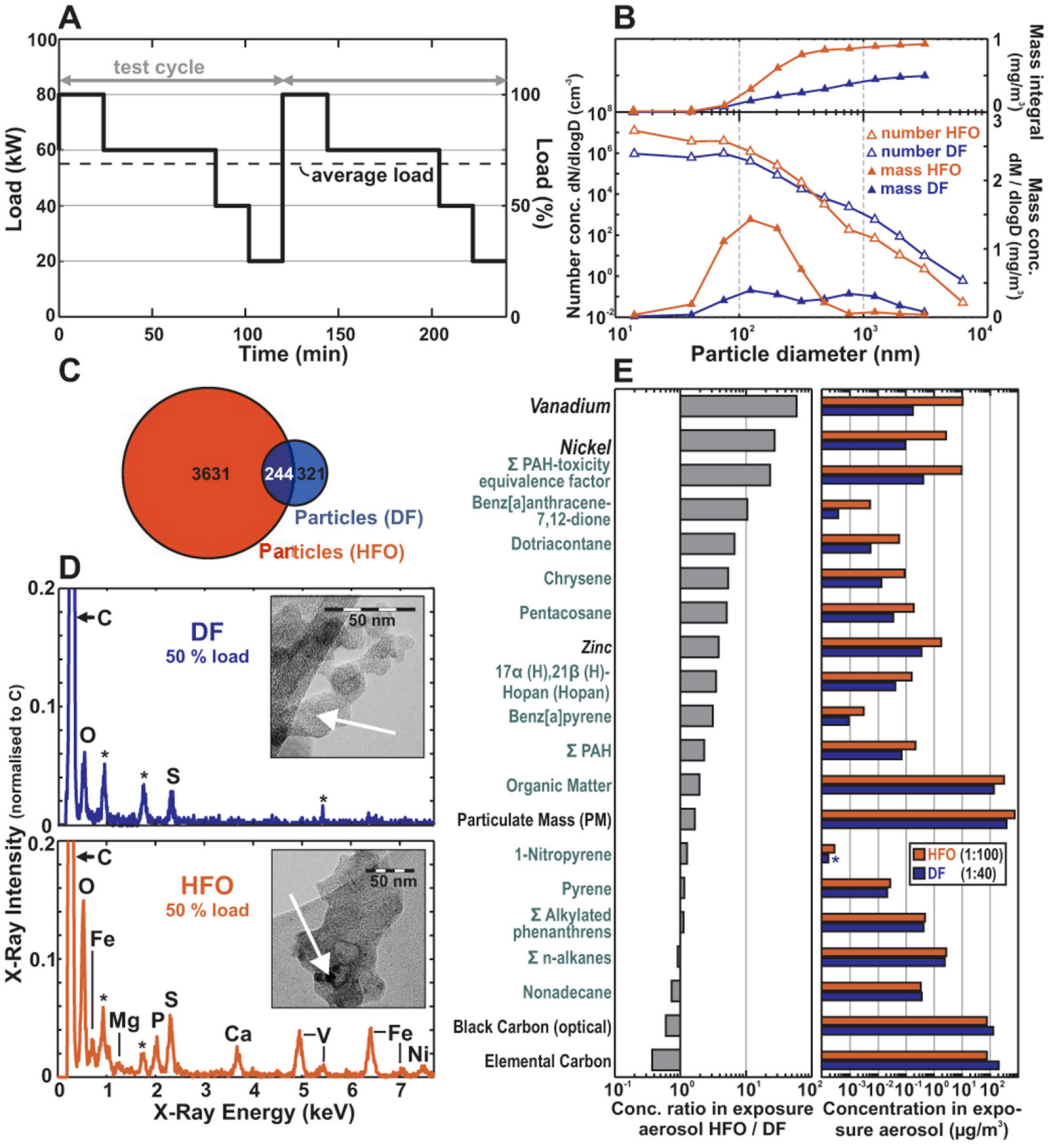
Chemical and physical aerosol characterisation. (A) The ship diesel engine was operated for 4 h in accordance with the IMO-test cycle. (B) Approximately 28 ng/cm^2^ and 56 ng/cm^2^ were delivered to the cells from DF and HFO, respectively, with different size distributions. The HFO predominantly contained particles <50 nm, and the DF predominantly contained particles >200 nm, both in mass and number. (C) Number of chemical species in the EA particles. (D) Transmission electron microscope (TEM) images and energy-dispersive X-ray (EDX) spectra of DF-EA and HFO-EA; heavy elements (black speckles, arrow); and contributions of the elements V, P, Fe and Ni in the HFO particles using EDX (* = grid-material). (E) Exemplary EA concentrations (right) and concentration ratios (left) for particulate matter-bound species. For all experiments, n = 3.

The first phase of the experiment was used to find the optimal dose for the large-scale analysis. Cells in the setup were exposed to different concentrations of aerosols. The reaction of the cells was monitored using the Alamar Blue viability test. Due to the higher particle concentration in HFO-exhaust (see below) a dilution of 1:100 was required to achieve a non-impaired cell status while for DF-exhaust a lower dilution of 1:40 was possible without any viability impairment (i.e., a no acute toxicity exhaust dilution; S3A Fig). By applying the different dilution ratios of 1:40 (DF) and 1:100 (HFO) for the exhaust gases for no acute toxicity at 4 h exposure, a similar deposition dose (deposited particle mass per confluent cell culture surface area, see below) was achieved. Based on a gravimetric filter analysis of PM 2.5 and assuming a size-independent, constant deposition probability of 1,5% after Comouth et al. [38], the accumulated particle mass deposited on the lung cell monolayer surface area was roughly estimated as 28 ± 1.5 (DF) and 56 ± 0.7 ng/cm^2^ (HFO) per 4 h exposure duration (see S3C Fig) with the variance of the mass measurement expressed by the standard deviation of the filter samples. A more elaborated model taking into account the particle size distribution from an electric low pressure impactor (ELPI) and a size dependent deposition probability after Comouth et al. [38], which was determined using previous measurements from ALI exposure systems, predicts 15.7 (DF) and 41.5 ng/cm^2^ (HFO) per 4 h exposure. Even for improved deposition approximation model, the estimated uncertainties, however, are rather high (about a factor of 2). Therefore the deposition dose in both cases can be considered being approximately equal for DF and HFO. We decided to perform the exposure for omics measurements at these dilutions, in order to compare the specific molecular biological effect strength at an about equal deposition dose. Note that in the following all aerosol parameters are reported considering the specific emission-aerosol dilution factors (i.e. the exposure aerosol, EA, as delivered to the cells).

### Chemical and physical analysis

Consistent with previous studies [29], only small concentration differences of gaseous compounds were found in the emissions of the ship engine using the two fuels. An exception was SO_2_ (4 mg/m^3^), which was below toxicity threshold after dilution in the HFO-EA. In addition, the EA concentrations of the further potentially toxic gases NO, NO_2_ and CO were below 16.3, 0.4 and 7 ppm, respectively. These values are below the reported toxicity thresholds for the air-liquid interface [39, 40] and even below the general NIOHS lifetime workplace 8-hr exposure limit values of 25, 1 and 35 ppm, respectively [41].

The concentration of particles with an aerodynamic diameter larger than 200 nm was higher for the DF-EA (particle number and mass concentration), whereas nanoparticles smaller than 50 nm were approximately 100-fold more abundant for the HFO-EA (see the size distributions in Fig 2). However, note that the mass contribution of these nanoparticles is very small. TEM images of the particles show that the smaller HFO particles (Fig 2) contained high levels of amorphous organic material around carbonaceous fractal cores with metal inclusions. The DF-EA particle analysis reveals a different picture (Fig 2), in which the particles appear larger and are mostly composed of pure carbonaceous aggregates with spherical soot cores (Ø ~ 20–30 nm). A layered graphite-like carbon structure became visible at a higher TEM magnification (S3 Fig). Based on the size-dependent deposition function described by Comouth *et al*. [38] (S3 Fig) and the low specific density of the observed fractal soot aggregates in DF-EA (Fig 2), the deposited mass for the DF-EA cell exposure experiments is slightly lower than the above estimates. The particles deposited from the HFO-EA were of a higher dose in mass and number compared to the DF-EA exposure.

Energy-dispersive X-ray spectroscopy (EDX, Fig 2) on TEM showed large differences between HFO-EA and DF-EA particles with regard to the abundance of heavy elements. High intensities of elements such as vanadium, nickel, sulphur and iron were detected in the HFO particles, whereas the DF particles primarily contained carbon and oxygen in the EDX spectrum. Fig 2 shows an overview of the differences in the inorganic and organic chemical composition (Fig 2) as well as the absolute concentrations of the respective substances in the DF- and HFO-exposure aerosol particles (Fig 2 and S4 Fig). Almost all of the measured components, except elemental carbon and black carbon, were more abundant in HFO-EA compared with DF-EA, despite a 2.5-fold higher dilution for HFO-EA.

On-line aerosol mass spectrometry and off-line analyses showed considerably higher mass concentrations of particle-bound organic material and much more complex organic material in the HFO-EA (S1 Table). High-resolution mass spectrometry (ESI-FTICR-MS) revealed 3631 different polar organic compounds in the HFO particles compared with only 321 in the DF particles (Fig 2); 244 compounds were common to both fuel types. The quantification of aromatic and aliphatic compounds (S4 Fig) revealed that higher molecular weight components were more abundant in the HFO particles (green text in Fig 2), such as the higher molecular weight carcinogenic PAH benzo[a]pyrene (Fig 2 and S4 Fig). The sum of PAH toxicity equivalency factors (Fig 2), which ranks different toxic PAHs weighted by their concentration and relative toxicity, was more than 10-fold higher in HFO-PM compared with DF-PM (Fig 2). The only component over-represented in the DF-PM was the elemental carbon fraction (EC) and the corresponding optically measured “black carbon” factor (BC; Fig 2).

Summarising the chemical and physical characterisations, particles emitted from ship engines differ in concentration, size distribution, morphological appearance and chemical composition depending on whether DF or HFO is used. The DF particles in the inhalable size region were dominated by elemental carbon-rich soot-aggregate particles [29], whereas the HFO particles were smaller (nanoparticles) and rich in organic material, including known organic air toxicants (PAHs and their derivatives) and reactive transition metals such as V, Ni, Fe and Zn (S4 Fig). However, it shall be noted that also DF-PM contains organic compounds in relatively high concentrations. The HFO-PM just contains much higher concentrations (Fig 2).

### Exposure and deposition dose

We exposed human lung cells for 4 h to concentrations which are corresponding to occupational exposure scenarios or 10 times the concentration of an ambient high concentration scenario (EA ~ 390 μg DF PM2.5/m^2^ and ~760 μg HFO PM2.5/m^2^). This concentration corresponds to an ALI mass deposition dose of about 28 and 56 ng PM/cm^2^ for DF and HFO respectively.

These doses can be related to the human respiratory tract using the specific deposition efficiency for different lung regions. From the measured size distribution and an estimated effective particle density based on the mass-mobility-relation for aggregated diesel particles (between 1.1 and about 0.1 g cm^-3^, derived from [42, 43]), a deposition simulation was performed using a recently updated model [44, 45] for the tracheobronchial lung region. A 4 h exposure of a human being to the EA concentrations used in our experiments would result to a tracheobronchial deposition of about 1.5 and 5 ng PM/cm^2^ for DF and HFO, respectively. Thus the deposited mass in an ALI experiment corresponds to about 3 days (DF) or 2 days (HFO) exposure time for an exposed person (note that for an equal dilution of 1:100 in both EAs the actual deposited tracheobronchial dose for DF would correspond to a 7.5 days exposure of a person). However, one should keep in mind that the size distribution may change quickly in the ambient atmosphere and in the airways, e.g. by coagulation or water condensation, causing additional uncertainty thereby. The similarity between the size dependent deposition curve [38] for the ALI-system and for the lung deposition curve [44] suggests a good transferability of the results, in particular for the tracheobronchial region. In conclusion, the deposited mass concentration of at an equal dilution of DF PM mass would be about ¼ of the deposited HFO PM. This however, only holds true for directly emitted aerosols. In the atmosphere the more polar, sulphate containing HFO emission particle will quickly grow considerably by water condensation, while the hydrophobic DF particles size distribution will remain stable for longer time [46, 47]. Therefore, emission size distributions might, to some extent, equalise soon.

### Biological analysis

To relate the extensive chemical and physical characterisation of the exhaust aerosols to biological effects, the HFO and DF emission particles were directly deposited on human lung cells using ALI exposure technology. Transcriptome, proteome, metabolome and metabolic flux analyses were performed, which yielded parallel and relative quantification of 42205 different transcripts, 6192 proteins and 400 metabolic molecules. To reduce variability, the proteins and metabolites were extracted from the same cell material (A549) that was previously metabolically labelled using D_4_-lysine (SILAC proteomics) and ^13^C_6_-glucose (metabolic flux analysis). Ribonucleic acid (RNA) was isolated from BEAS-2B cells exposed through the same ALI exposure system and was used for the transcriptome analyses [20].

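RNA from BEAS-2B cells, an immortalised line of human bronchial epithelial cells, was measured on 12 one-colour Agilent whole-genome arrays, whose probes are annotated on the human genome build hg19. Each of 4 groups held 3 arrays: complete DF aerosol, DF aerosol without its particles (filtered), complete HFO aerosol and filtered HFO aerosol. As the paper states, the exposures lasted 4 h at a 40-fold dilution for DF and a 100-fold dilution for HFO, with a deposited particle mass that it roughly estimates as 28 ng/cm2 for DF and 56 ng/cm2 for HFO and calls similar. The authors deposited the scanner's readings of every spot and a table of values that they had normalised between the arrays by a step that the paper's text does not name. The values given here start from the scanner's processed signal, a background-subtracted and spatially detrended intensity on a linear scale that is not normalised between arrays. Control spots and spots that the scanner software marked as outliers were left out, the spots of each probe were averaged, and the 75th percentile of each array was subtracted on the log2 scale. Of 42405 probes, 103 had no usable spot on at least 1 array, and 26363 were well above background on every array of at least 1 group and were tested. The software limma fitted a mean for each group over all 12 arrays, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A log2 fold change is complete minus filtered aerosol of the same fuel throughout. The brightness of an array, taken as the 75th percentile of its processed signal, was between 243.1 and 302.9 (median 254.5) with complete DF aerosol and between 496.7 and 621.6 (median 611.5) with filtered DF aerosol. With HFO it was between 244.2 and 567.7 (median 512.0) with complete aerosol and between 411.8 and 648.6 (median 605.3) with filtered aerosol. Between 23099 and 28123 probes per array were well above background, and none was saturated. All 6 DF arrays shared 1 slide, HFO complete aerosol replicate 1 was alone on another, and the other 5 HFO arrays shared the third. The number of arrays limits the precision, since an exact permutation test of 3 arrays against 3 cannot give a p under 0.1.

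**Figure D1:**
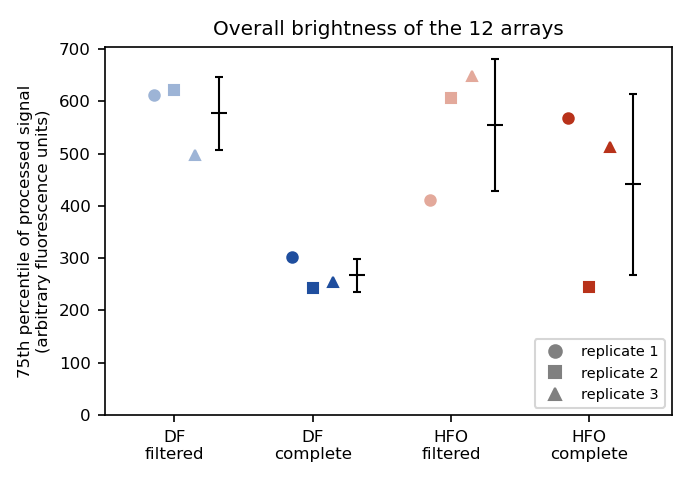
Brightness of each of the 12 arrays (75th percentile of the processed signal, in arbitrary fluorescence units), grouped by fuel and aerosol, with marker shapes for the replicate number and bars for the mean and SD of 3 arrays. The complete DF aerosol arrays lie between 243.1 and 302.9, below every filtered array, and HFO complete aerosol replicate 2 lies among them at 244.2.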

The transcriptome, proteome and metabolome analyses revealed widespread changes in the cellular system upon exposure to both HFO and DF aerosol particles. 

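With DF particles, 3759 of 26363 probes passed the threshold in limma, of which 2728 were higher and 1031 lower than with filtered aerosol. With HFO particles the count was 0. At an unadjusted p under 0.05 there were 8432 DF and 2366 HFO probes. The test per probe that the S5 Fig legend names gave 1666 HFO probes unadjusted and 0 adjusted. For DF it gave 8655 unadjusted and 151 adjusted, the latter with 59 higher and 92 lower. The HFO count was 84 without HFO complete aerosol replicate 1, 5 with array quality weights, and 1 with quantile normalization, without the filter on dim probes or without HFO filtered aerosol replicate 3. The DF count rose to 10656 with array quality weights and fell to 754 without the filter on dim probes. It fell to 0 (2416 unadjusted) when the brightness of each array was added as a covariate, a fit chosen after the data were seen. Leaving out DF filtered aerosol replicate 1 or replicate 2 gave 0 (5958 and 6875 unadjusted), leaving out DF complete aerosol replicate 2 gave 3, and leaving out DF complete aerosol replicate 1 gave 1558. These fits kept 2 arrays in 1 group, which also lowers their power. Against 2049 DF probes changed 2-fold with all arrays, they gave 1678, 2117, 1765 and 2402, in the order named. The scaling of the arrays set part of the direction. Of the DF probes past the threshold, 72.6% were higher with particles, against 55.4% with quantile normalization and 60.7% with normexp background correction and quantile normalization. The median log2 fold change of all genes was 0.098 for DF and 0.039 for HFO, and it moved to -0.015 and -0.009 with quantile normalization and to 0.323 and 0.098 without the filter on dim probes.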

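The log2 fold changes of the 26363 BEAS-2B probes had an SD across probes of 0.555 for DF and 0.359 for HFO, a ratio of 1.545. With single arrays left out the ratio stayed between 1.193, without HFO complete aerosol replicate 1, and 1.707, without DF filtered aerosol replicate 3. In the same-numbered arrays, the SD across probes of complete minus filtered aerosol was 0.676, 0.733 and 0.570 for DF (mean 0.660 ± 0.083, SD, n = 3) and 0.506, 0.577 and 0.600 for HFO (mean 0.561 ± 0.049, SD, n = 3). The difference of 0.099 did not exceed what regrouping the 6 pairs of arrays can give (exact permutation test, 2-sided, p = 0.3, smallest possible p 0.1). Under the other normalizations and filters the difference was between 0.037 and 0.088, with an exact p between 0.3 and 0.7. Between arrays of the same group, the SD across probes was between 0.442 and 0.732 in HFO and between 0.385 and 0.564 in DF. The HFO values of complete minus filtered aerosol lay within that range, so the HFO width was not larger than the spread of replicates. The DF values lay above theirs. Every complete DF aerosol array was dimmer than its filtered counterpart, with log2 differences in brightness of -1.01, -1.35 and -0.96 (n = 3), whereas the HFO differences were 0.46, -1.31 and -0.34 (n = 3). With brightness as a covariate the DF to HFO ratio was 1.381, and the median standard error of a DF log2 fold change rose from 0.232 to 0.321.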

Surprisingly, more gene expression levels were regulated in the DF-particle-exposed cells (i.e., the response was more widespread compared with the HFO-particle-treated cells on all “omic”-levels; p<0.001, Figs 1 and 3 and S5 Fig). The most significantly regulated genes, proteins and metabolites also differed between the DF and HFO (S6 Fig), which shows that the response to emissions of each type of fuel differed quantitatively and qualitatively in both human lung cell lines. 

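A test of the difference itself, the DF change minus the HFO change, passed the threshold in limma for 0 of 26363 probes, with 2814 probes at an unadjusted p under 0.05. The count was 1908 with array quality weights and 0 under every other alternative in which it was counted. Across the 26363 probes the DF and HFO log2 fold changes correlated with a Pearson r of 0.373 and a Spearman rho of 0.403, where probes are not independent replicates and the fuels share no arrays. The Pearson r fell to 0.073 without HFO complete aerosol replicate 2. The 10 named probes with the largest DF change past the threshold, all changed the same way in 3 of 3 same-numbered pairs, were all higher with particles. They included CD79A (chromosome 19, 42385356 to 42385415 of hg19; log2 fold change 2.84, standard error 0.42, adjusted p = 0.017 from limma), SNORA74A (chromosome 5, 138614609 to 138614668; 2.56, standard error 0.54) and RNU1-5 (chromosome 14, 35016024 to 35016083; 2.53, standard error 0.52). GPR182 (2.66), THC2503633 (2.61), POU3F3 (2.60) and a lincRNA probe on chromosome 9 from 2744754 to 2744813 (2.51) had adjusted p values from limma between 0.017 and 0.043. GPR182 was at background on 1 and THC2503633 and POU3F3 on 2 of 3 filtered DF arrays, so that the size of their change is uncertain, and POU3F3 changed by 0.45 after normexp background correction and quantile normalization and by 0.69 on the authors' processed values. In the remaining 3, all filtered DF arrays were at background, so that no size is given: lincRNA probes on chromosome 13 (33900215 to 33900274) and chromosome 12 (97002553 to 97002612) and THC2485300. The last 2 were also at background on 2 of 3 complete DF arrays. Neither passed when limma took the replicate number as a block (adjusted p = 0.06 for the chromosome 12 probe and 0.059 for THC2485300). None of these 10 passed without DF filtered aerosol replicate 1, DF filtered aerosol replicate 2 or DF complete aerosol replicate 2, or with brightness as a covariate. In HFO, CD79A changed by 0.63, SNORA74A by 1.36, RNU1-5 by 1.82 and the chromosome 9 probe by 1.15. Each was higher in 2 of 3 HFO pairs, with adjusted p values from limma between 0.43 and 0.66. Among the complete HFO arrays each was highest on replicate 2, the dimmest HFO array. With no HFO probe past the threshold, those with the largest moderated t that changed alike in 3 of 3 pairs were taken. The higher ones were DUSP1 (log2 fold change 2.74), CYR61 (1.99), IER3 (1.52), PPP1R14A (0.95) and SNAI1 (3.00), with adjusted p values from limma of 0.24 or 0.28. The lower ones were ACVR2B (-1.42) and lincRNA probes on chromosome 5 (-1.14) and chromosome 19 (-1.03), and a further pair at background on all complete HFO arrays, C14orf118 and a lincRNA probe on chromosome 15, all with adjusted p values from limma between 0.18 and 0.24. No size is given for this pair, and ACVR2B and the chromosome 5 probe were at background on 2 of 3 complete HFO arrays, so that the size of their change is uncertain. Without HFO complete aerosol replicate 1, DUSP1, SNAI1 and the 5 lower ones passed the threshold. In DF, CYR61 changed by -0.18 and the chromosome 19 probe by -1.47. From the larger number of regulated components with DF and the different sets of most regulated ones, the paper concludes that the response to each fuel differed both quantitatively and qualitatively.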

A higher regulation alone only proofs a stronger biological reaction onto the deposited PM at the given exposure conditions (i.e. 4 h exposure at a deposition dose below measurable cytotoxicity) and does not necessarily indicate a higher toxicity or risk of disease.

**Fig 3:**
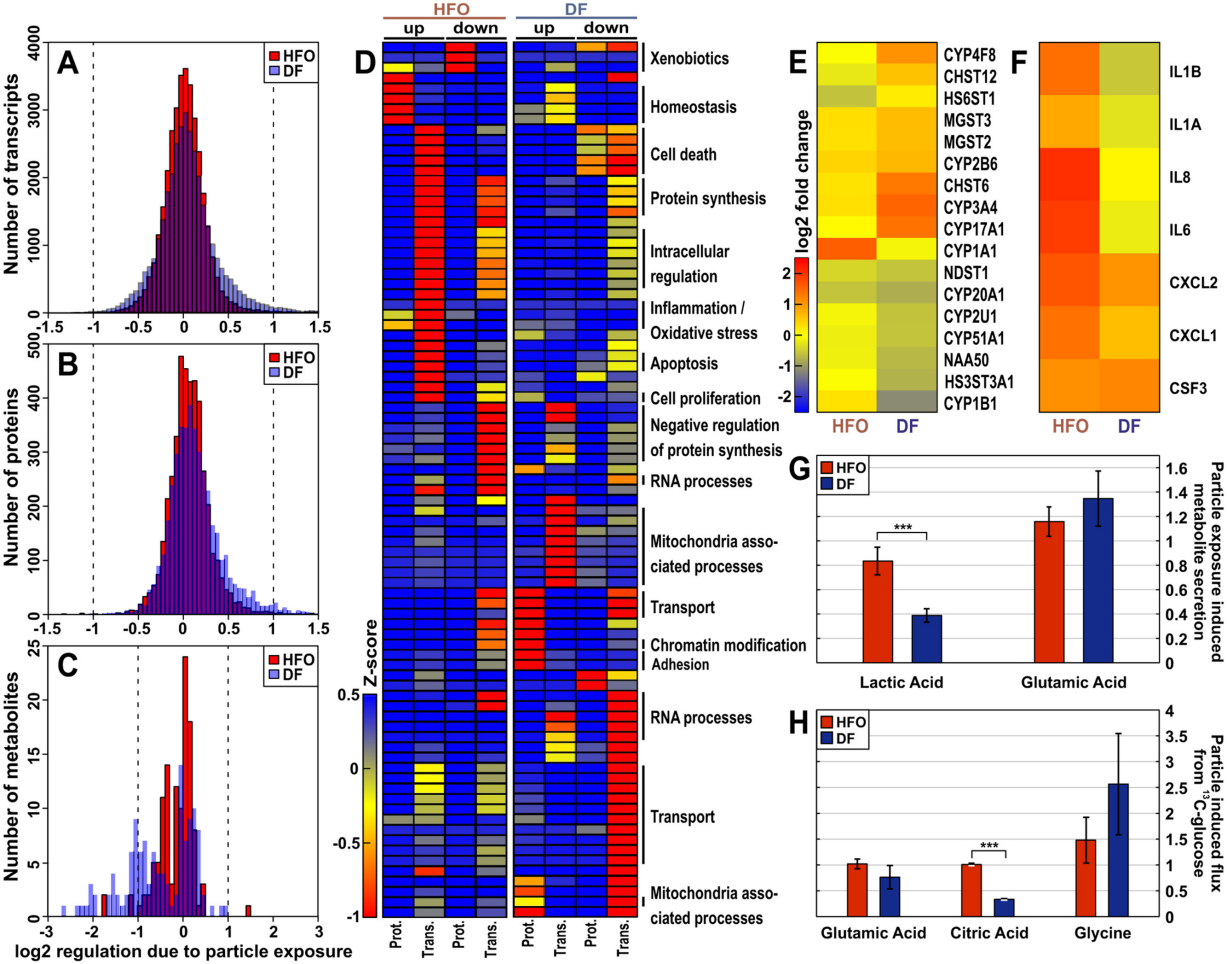
Effects of shipping particles on lung cells. The net effects from the particles were referenced against the gaseous phase of the emissions. (A) Number of the regulated components in the transcriptome shows more genes regulated by the DF than the HFO particles (in BEAS-2B cells). Similar results were observed for the proteome (B) and metabolome (C) (in A549 cells). (D) Meta-analyses for the transcriptome and proteome using the combined Gene Ontology (GO) term analysis of the 10% most regulated transcripts and proteins. Individual GO terms are listed in S2 Table; the hierarchical pathways are indicated on the right. (E) Gene regulation of Wiki-pathway bioactivation; (F) gene regulation of Wiki-pathway inflammation; g, secreted metabolites; and h, metabolic flux measurements using ^13^C-labelled glucose. For all experiments, n = 3.

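In the BEAS-2B transcriptome, 2049 of 26363 probes changed at least 2-fold with DF particles (1494 higher, 555 lower) and 410 with HFO particles (286 higher, 124 lower), regardless of their p-values. The excess of higher DF probes depended on the scaling, with 813 higher and 792 lower after quantile normalization, 541 higher and 704 lower with brightness as a covariate, 360 higher and 32 lower after normexp background correction and quantile normalization, and 595 higher and 60 lower on the authors' processed values. Leaving out single arrays gave between 1678 and 2807 DF probes and between 374 and 1026 HFO probes, the highest HFO count without HFO complete aerosol replicate 1. After normexp background correction and quantile normalization, the setting that moved these counts most downwards, they were 392 and 106. Without the filter on dim probes they were 4588 and 1493.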

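Of the BEAS-2B genes drawn in Fig 3E and not named in the text, MGST3 rose with DF particles by a log2 fold change of 0.83 (chromosome 1, 165624688 to 165624747 of hg19; standard error 0.16, adjusted p = 0.017 from limma, higher in 3 of 3 pairs). CYP2U1 changed by -0.85 (adjusted p = 0.024), CYP20A1 by -1.0 (adjusted p = 0.040) and NAA50 by -0.57 (adjusted p = 0.041), each lower in 3 of 3 DF pairs by limma. Second probes gave 0.82 for MGST3, 0.00 for CYP20A1 and 0.04 for NAA50. CYP1B1 changed by -0.81 with DF and by 0.34 with HFO, with adjusted p values from limma of 0.20 and 0.83, and the HFO value was -0.24 without HFO complete aerosol replicate 1. CYP4F8 (1.07), CYP2B6 (0.73), MGST2 (0.61), CHST12 (0.56), NDST1 (-0.56), CYP51A1 (-0.53) and HS6ST1 (0.07) did not pass in DF. When limma took the replicate number as a block, CYP4F8 and MGST2 passed (adjusted p = 0.043 and 0.044) and NAA50 did not (0.059). With HFO particles none of these genes passed, and their log2 fold changes lay between -0.72 for CYP20A1 and 0.49 for MGST3. HS3ST3A1 was well above background on 1 of 12 arrays and was not tested. MGST3, CYP2U1, CYP20A1 and NAA50 lost their DF calls without DF filtered aerosol replicate 1 or 2 or DF complete aerosol replicate 2. They also lost them with brightness as a covariate.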

Further conclusions can be drawn from a specific biological pathway analysis. Pro-inflammatory signaling, chemical response (such as xenobiotic metabolism) and oxidative stress pathways were indicated by the regulated genes (Fig 3 and S6 Fig)[19]. The HFO particles specifically induced the transcription of primary and secondary inflammation markers (IL-8, IL-6 and IL-1), and both fuel types affected the cytokines CSF3, CXCL1, and CXCL2. 

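IL8 had the largest HFO change of these genes (probe on chromosome 4, 74609265 to 74609324 of hg19). Its log2 signal relative to the array's 75th percentile was -0.08 ± 0.45 (SD, n = 3) with complete HFO aerosol and -2.76 ± 1.43 (SD, n = 3) with filtered HFO aerosol, a log2 fold change of 2.67 (standard error 0.71, adjusted p = 0.41 from limma). For IL6 (chromosome 7, 22771207 to 22771266) the log2 fold change was 2.06 (standard error 0.76, adjusted p = 0.50), for IL1B (chromosome 2, 113587429 to 113587488) 1.61 (standard error 0.35, adjusted p = 0.37) and for IL1A (chromosome 2, 113532362 to 113532421) 1.32 (standard error 0.30, adjusted p = 0.39), all from limma. Each was higher in 3 of 3 same-numbered HFO pairs, and leaving out single arrays kept IL8 between 1.85 and 3.15, IL6 between 1.52 and 2.40, IL1B between 1.38 and 1.88 and IL1A between 1.07 and 1.46. With DF particles the log2 fold changes were 0.05 for IL8, -0.29 for IL6, -0.69 for IL1B and -0.27 for IL1A, each higher in 1 of 3 pairs. The sign for IL8 turned in DF with array quality weights, brightness as a covariate or 3 of the leave-outs, and that for IL6 without DF filtered aerosol replicate 1 or DF complete aerosol replicate 2. For IL8, the mean with DF was -0.66 in complete and -0.72 in filtered aerosol, so that the fuels lay closer together in complete than in filtered aerosol, but they were on different slides. The filtered HFO mean was the lowest of the 4 groups for all 7 cytokines, such as -0.1 for IL6 and -1.38 for IL1B. Filtered DF gave 2.02 and 0.62, and complete aerosol 1.96 and 0.24 with HFO and 1.73 and -0.08 with DF. The larger HFO changes of IL8, IL6 and IL1B thus go with low filtered HFO levels. Fuel and slide cannot be told apart there. The difference in change between the fuels was largest for IL8, IL6 and IL1B (-2.62, -2.35 and -2.31, DF minus HFO), with adjusted p values from limma of 0.43, 0.46 and 0.41. CSF3 rose by 1.96 with DF (standard error 0.65, adjusted p = 0.063) and by 1.98 with HFO (adjusted p = 0.47), higher in 3 of 3 pairs of both, by limma. It was well above background on 2 of 3 filtered DF arrays. CXCL2 rose by 2.09 with HFO (3 of 3 pairs, adjusted p = 0.44) and by 1.26 with DF (2 of 3 pairs, adjusted p = 0.18), and CXCL1 by 1.63 with HFO (3 of 3 pairs, adjusted p = 0.48) and by 0.51 with DF (1 of 3 pairs, adjusted p = 0.57), by limma. The sign of CXCL1 in DF turned with array quality weights. Without DF filtered aerosol replicate 3 the DF changes of CXCL1, CXCL2 and CSF3 were 0.03, 0.59 and 1.12, and over all leave-outs they reached 0.86, 1.66 and 2.44, while the HFO changes lay between 1.10 and 2.20, 1.68 and 2.52, and 1.45 and 2.62. Adjusted over the list alone of the genes that the text names, CYP1A1 included, all 7 cytokines passed with HFO, at values between 0.0045 and 0.026, and CSF3 with DF at 0.030, but the study chose these genes on these samples, so that this is not independent evidence.

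**Figure D2:**
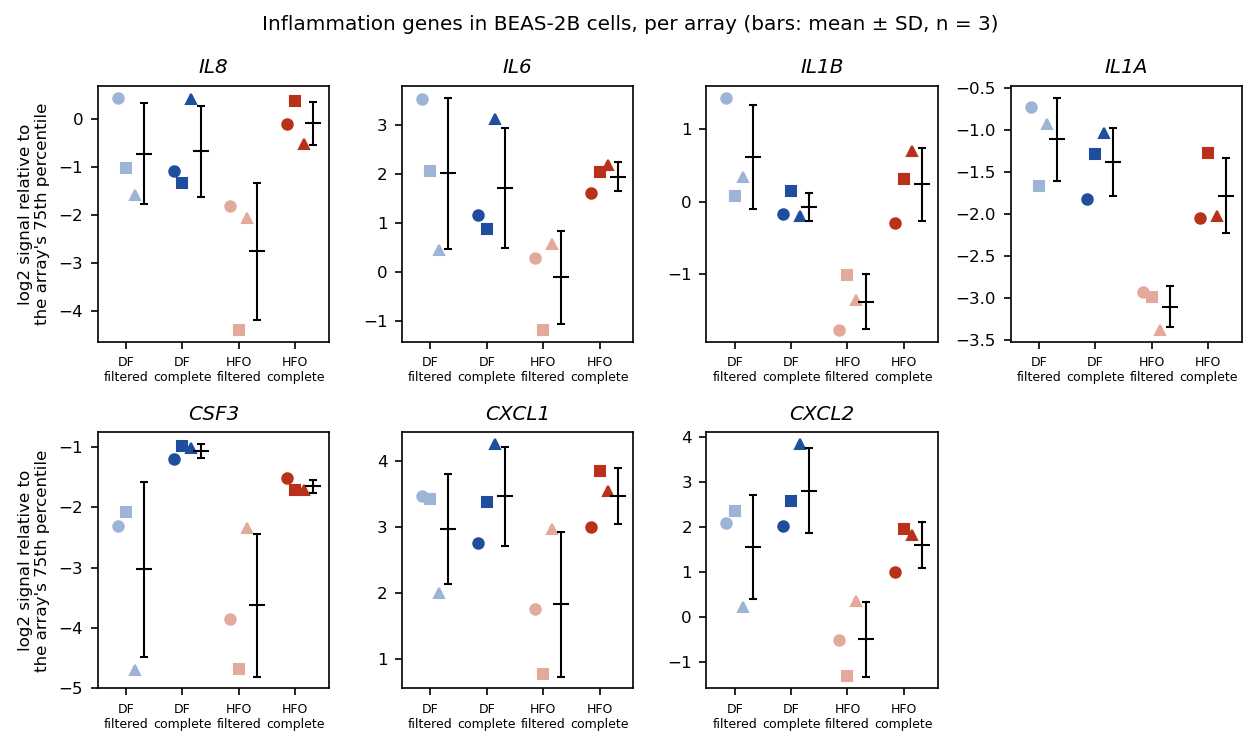
Log2 signal of 7 inflammation genes on each array relative to that array's 75th percentile, with a separate scale for each gene, grouped by fuel and aerosol. Points are single arrays, marker shapes give the replicate number and bars the mean and SD of 3 arrays. The filtered HFO arrays have the lowest mean of the 4 groups for all 7 genes, at -2.76 for IL8.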

Considering xenobiotic metabolism, CYP1A1 (PAH metabolism) was induced by exposure to HFO particles (which corresponds to the higher PAH concentrations in HFO PM), whereas the DF particles affected other cytochromes (CYP3A4 and CYP17A1) and the carbosulphotransferase CHST6 (Fig 3).

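CYP1A1 (chromosome 15, 75012562 to 75012621 of hg19) had a log2 signal of -0.42 ± 1.12 (SD, n = 3) with complete HFO aerosol and -2.43 ± 0.50 (SD, n = 3) with filtered HFO aerosol. The log2 fold change was 2.02 (standard error 0.48, adjusted p = 0.39 from limma), higher in 3 of 3 pairs, and between 1.64 and 2.66 with single arrays left out. With DF it was -0.42 (adjusted p = 0.58, higher in 1 of 3 pairs), where 2 of 3 complete DF arrays were well above background, and it turned to 0.99 with brightness as a covariate. CYP3A4 (chromosome 7, 99354604 to 99354663) rose with DF particles by 2.00 (standard error 0.33), CYP17A1 (chromosome 10, 104590312 to 104590371) by 1.4 (standard error 0.31) and CHST6 (chromosome 16, 75512404 to 75512463) by 1.37 (standard error 0.26), each higher in 3 of 3 pairs. The adjusted p values from limma were 0.017, 0.020 and 0.017. Adjusted over the list alone they were 0.00075, 0.0031 and 0.0011, for genes that the study chose on these samples. A second CHST6 probe, on chromosome 16 from 75507022 to 75507046, changed by -0.37. The HFO changes of CYP3A4, CYP17A1 and CHST6 were 0.35, 0.06 and 0.36, and those of CYP3A4 and CYP17A1 changed sign without HFO complete aerosol replicate 2, to -0.06 and -0.25. For 7 known targets of the aryl hydrocarbon receptor, CYP1A1 among them, the HFO median was -0.03 and the mean 0.39, of opposite sign, and the DF median was -0.34, and camera called neither (adjusted p = 0.22 and 0.20). The change differed between the fuels by 1.65 for CYP3A4, 1.34 for CYP17A1, 1.01 for CHST6 and -2.44 for CYP1A1 (DF minus HFO), and none of these differences passed in limma (adjusted p = 0.41 or 0.42). The 3 DF calls were lost without DF filtered aerosol replicate 1, DF filtered aerosol replicate 2 or DF complete aerosol replicate 2. With brightness as a covariate the log2 fold changes were 0.79, 0.41 and 0.53, with adjusted p values from limma between 0.54 and 0.68.

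**Figure D3:**
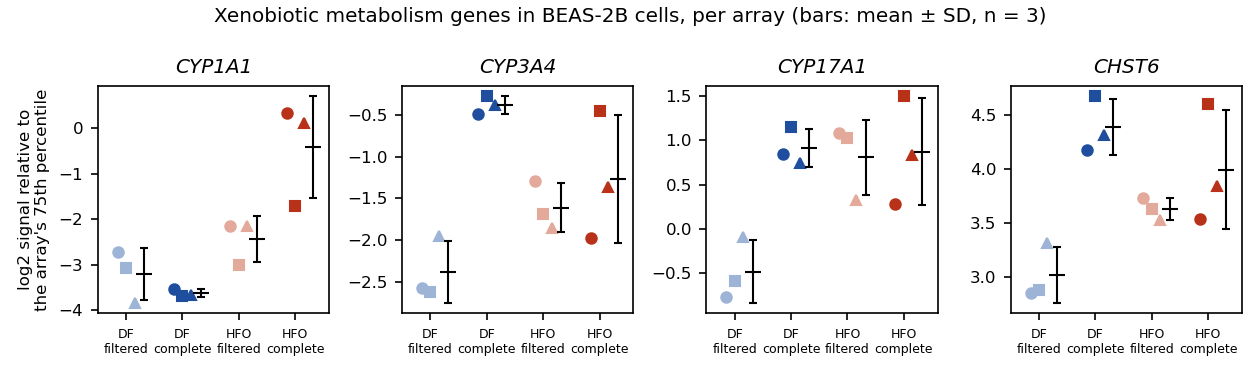
Log2 signal of CYP1A1, CYP3A4, CYP17A1 and CHST6 on each array relative to that array's 75th percentile, with a separate scale for each gene. Points are single arrays, marker shapes give the replicate number and bars the mean and SD of 3 arrays. CYP1A1 is highest with complete HFO aerosol, at a mean of -0.42, and HFO complete aerosol replicate 2 lies apart from the other two.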

In addition to these, in the context of aerosol exposure well-known pathways [19, 48], we searched for other cellular responses undergoing modulation. A meta-analysis combining the proteome and transcriptome data was performed to examine the significant enrichment of gene ontology (GO) terms. The results indicate that the HFO and DF particle effects were distinct (Fig 3 and, in more detail, S7 Fig). Particles from both fuels induced effects on cell motility, the cellular stress response, the response to organic chemicals, proliferation and cell death (Fig 3 and S7 Fig). Genes and proteins associated with vesicle transport pathways were enriched, which might be connected to the endocytosis of diesel particulate matter.

The pathways specifically regulated by DF particle exposure included the general translation pathway (Fig 3, S7 Fig and S2 Table). 

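The 8 genes that S2 Table lists for DF under translation, factors of initiation, elongation and termination such as EEF2 and EIF4G1, had a median log2 fold change of -0.81 with DF particles (camera with a preset correlation of 0.01, adjusted p = 8e-06). All 8 were lower, 5 of them past the threshold over all genes and 7 adjusted over the list alone, which is not independent evidence for genes that the study chose on these samples. With HFO the median was -0.04 and the mean 0.01, of opposite sign, and 3 of 8 were higher. The difference between the fuels had a median of -0.71 (DF minus HFO) and an adjusted p of 0.0394 from limma's rotation test fry. It passed in 5 of 12 fits with an array left out and not with the replicate number as a block (adjusted p = 0.092). Among the DF lists, fry called the histone, mitochondrially encoded, complex I, ribosomal protein and metallothionein genes and the 5 DF lists of S2 Table, as camera did, but not the NRF2 target and heat shock genes. Of the HFO lists that camera called, fry called the inflammation, oxidative stress, complex I, heat shock and immediate-early genes and not the other 7. With the correlation between genes estimated from the data, camera called no list in either fuel (adjusted p of 0.11 or more). When brightness was added as a covariate the DF median of the translation genes was -0.30, which camera still called and fry did not (fry adjusted p = 0.184, against 0.00384 without the covariate).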

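In the cells exposed to DF particles, the 5 genes that S2 Table gives for RNA processing had a median log2 fold change of -0.85, with 5 of 5 lower and 4 past the threshold (camera adjusted p = 0.00029). Genes for the 87 cytosolic ribosomal proteins, a list drawn up from their symbols, changed in the other direction, with a median of 0.67, 85 of 87 higher and 62 past the threshold (74 adjusted over the list alone, camera adjusted p = 2.2e-18). That median depended on the scaling, at 0.04 with quantile normalization, 0.05 with normexp background correction and quantile normalization and 0.14 on the authors' processed values, where camera no longer called it. The ribosomal protein genes had a median of 0.36 with HFO. Histone genes (65 tested) had a DF median of 1.21, with 64 higher, 38 past the threshold over all genes and 56 adjusted over the list alone (camera adjusted p = 1.8e-15). Their HFO median was 0.02. Among the same-numbered HFO pairs it was 1.05 in pair 2, whose complete aerosol array was as dim as those of DF, and -0.43 and -0.55 in the others. With brightness as a covariate the DF median was 0.49. The 15 protein degradation genes of S2 Table had a DF median of -0.79, with 15 of 15 lower and 10 past the threshold (11 adjusted over the list alone), and an HFO median of -0.19.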

The translational elongation, RNA-processing and ribosome translation pathways were down-regulated, whereas the pathways that affect chromatin organisation and modification were up-regulated. The down-regulated pathways included histone acetylation, which may result in DF particle-induced epigenetic changes. Other pathways modulated by DF particles were involved in processes such as cell junction organisation and cell adhesion. Pathways such as the energy metabolism, cell junction and cell adhesion were clearly affected in both cell lines when assessed using transcriptomics and proteomics but differed in the direction of regulation (Table 1, S2 Table and Fig 3), which indicates a time-delayed reaction in the cell. 

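In BEAS-2B cells, the 17 energy metabolism genes that S2 Table lists for DF, mostly subunits of respiratory complex I and of ATP synthase, had a median log2 fold change of 1.15 with DF particles. All 17 were higher and 17 passed the threshold (camera adjusted p = 4.5e-12, fry adjusted p = 0.00168). The medians of the DF pairs were 0.89, 1.38 and 1.21. With HFO the median was 0.38, and the difference between the fuels was 0.80 (fry adjusted p = 0.0394, or 0.092 with the replicate block, and past the threshold in 4 of 12 leave-outs). With brightness as a covariate the DF median was 0.75, and fry still called the list (adjusted p = 0.0486). The 6 cell junction genes of the same table had a DF median of -0.80, with 6 of 6 lower and 3 past the threshold (5 adjusted over the list alone, camera adjusted p = 9e-05). Their HFO median was -0.28, again with 6 of 6 lower. Both lists came from these samples, so that their p-values are not independent evidence.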

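The 13 genes for proteins encoded in the mitochondrial genome had a median log2 fold change of 1.19 with DF particles, with 12 of 13 higher and 12 past the threshold (12 adjusted over the list alone, camera adjusted p = 1.4e-07). With HFO particles 10 of 13 were higher, with a median of 0.20 (camera adjusted p = 0.048) and none past the threshold. The HFO median turned to -0.09 with either quantile normalization and to -0.06 on the authors' processed values. The nuclear genes for complex I (37 tested) had a DF median of 0.53, with 33 higher and 16 past the threshold, and an HFO median of 0.24, with 35 of 37 higher. Camera called that list in both fuels (adjusted p = 1e-06 and 9.8e-08). In HFO its median was 0.03 with quantile normalization and 0.04 with normexp background correction before it, and camera called neither. The difference between the fuels was 1.00 for the mitochondrially encoded genes (fry adjusted p = 0.0485, or 0.092 with the replicate block, and past the threshold in 1 of 12 leave-outs) and 0.23 for the nuclear ones (fry adjusted p = 0.148). The nuclear difference passed in fry with quantile normalization (0.15, adjusted p = 0.016) and with normexp background correction before it (0.23, 0.015). It also passed on the authors' processed values (0.19, 0.036), but in 0 of 12 leave-outs. Of the mitochondrially encoded genes 9, and of the nuclear complex I genes 5, are also among the energy metabolism genes of S2 Table.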

Exposure to DF particles induced mitochondria-associated genes and proteins, which indicates that mitochondrial stress was induced, whereas the HFO particles did not yield this response.

**Table 1:** Summary of the main HFO- and DF-particle exposure effects.

Effect	HFO	DF
Pro-inflammatory signaling	↑	-
Oxidative stress	↑	-
Cell homeostasis	↑	-
Response to chemicals	↑	↓↑
Cellular stress response	↑	↑
Motility	↑	↑
Endocytosis	↑	↑
Cellular signalling	MAPK, TGF beta, PDGF, EGF, GPCR	ID, kinase cascade
Energy metabolism	-	↓↑^x^
Protein synthesis	-	↓
Protein degradation	-	↑
RNA metabolism	-	↓
Chromatin modifications	-	↑
Cell junction and adhesion	-	↓↑*

The arrows indicate the direction of regulation for cellular functions derived from the most statistically significant enriched Gene Ontology terms from the transcriptome, proteome, and metabolome (details in S2 Table).

^x^ BEAS-2B up, A549 down

* BEAS-2B down, A549 up

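For HFO, the 27 genes that S2 Table lists under the inflammatory response, among them LIF, CCL20 and NFKBIA, had a median log2 fold change of 1.35, and 27 of 27 were higher with particles (camera adjusted p = 9.4e-21, fry adjusted p = 0.00598). None passed the threshold over all genes, and 23 did adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. The medians of the same-numbered HFO pairs were 0.94, 1.71 and 1.44. With DF the median was 0.05 and the pairs gave -0.56, -0.25 and 1.23, while the camera statistic was slightly negative, and the sign of the median turned with array quality weights, brightness as a covariate or DF complete or filtered aerosol replicate 3 left out. The 7 oxidative stress genes of the table had a median of 2.02 with HFO, with 7 of 7 higher and 6 past the threshold adjusted over the list alone (camera adjusted p = 2.4e-09). With DF their median was -0.41 and their mean 0.02, of opposite sign. The difference between the fuels was -1.24 for the inflammation list and -1.89 for the oxidative stress list, DF minus HFO (fry adjusted p = 0.0491 and 0.0394). With the replicate block these p-values were 0.14 and 0.092, and the differences passed in 2 and 4 of 12 leave-outs. Lists not taken from the study gave an HFO median of 0.96 for 13 heat shock genes, 1.83 for 17 immediate-early genes and -0.43 for 11 targets of NRF2, a regulator of antioxidant genes. The NRF2 targets had medians of 0.36, -0.51 and -1.28 in the HFO pairs, and fry did not call them in HFO. Without HFO complete aerosol replicate 1 their HFO median was -1.16. Of the immediate-early genes, 5 are also in the oxidative stress list and 2 in the inflammation list. With DF the medians of these 3 lists were -0.36, 0.05 and -0.68, and the immediate-early one was negative with either quantile normalization, on the authors' processed values, with array quality weights or with brightness as a covariate.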

Pathways specifically regulated by the HFO particles include the homeostasis, oxidative stress and inflammatory response pathways, whereas the metabolic and biosynthetic processes were slightly down-regulated (Fig 3 and S2 Table).

Interestingly, the proteomics data reveal a direct induction of cell-cell interaction remodelling, whereas the transcriptomics data show a down-regulation of similar GO terms. This finding can be explained by assuming an immediate response of the proteome e.g. by stabilizing the already synthesized proteins, while the transcriptome shows the shut-down of the system in a time-delayed response. Although 40% of the observed protein regulation can be explained by the changes in mRNA abundance, most of the changes indicate other modes of regulation. Protein can be degraded in direct response to PM exposure, and translation or transcription may be too slow to change the protein concentrations after 4 h of exposure [49].

The metabolome analyses supported the finding that biosynthetic and protein synthesis processes were down-regulated in the DF particle-treated cells. ATP-binding cassette transporters, which are involved in actively transporting biomolecules across membranes, were also affected (S2 Table). Further information supporting the inhibition of biosynthetic activities includes the negatively affected metabolites secreted by the cells (Fig 3). The pathways affected by HFO particle exposure include glycolysis and pyrimidine metabolism. Glycolysis is a pathway that is typically altered during inflammation and is generally increased in cells under inflammatory conditions [50].

Glucose flux into lactic acid through glycolysis was significantly reduced (p<0.05) in cells treated with DF particles (Fig 3 and S9 Fig). Mammalian cells oxidise glucose and glutamine in the TCA cycle to produce NADH/H^+^, which is re-oxidised in the respiratory chain to produce ATP. DF exposure strongly decreases the levels of relative glucose oxidation in the TCA cycle compared with HFO, as reflected by the significantly lower levels of labelled citric acid (p<0.001; ratio data: Fig 3). Simultaneously, we observed an increase in glucose-derived carbon flux into glycine (Fig 3); enhanced glycine metabolism has previously been associated with tumourigenesis in lung cancer [51]. These observations suggest a lower ATP production and, hence, lower available energy compared with HFO. Increased carbon flux into glycine is directly linked to the increased transformation of hydroxymethyl groups through one-carbon metabolism. The latter is essential for DNA synthesis and repair.

## Conclusions

We assessed human lung cell responses to ship exhaust particles. A unique combination of extensive chemical and physical aerosol characterization and multiple omics analysis was used to generate a broad overview on cellular mechanisms affected by shipping particles and to identify possibly harmful constituents of two types of ship exhaust aerosols. While not providing a classical toxicological risk assessment, which would require the testing of multiple doses and time-points, this study rather gives a comprehensive picture on the cellular responses to ship exhaust particles after short-term exposure, which should be used as starting point for more mechanistic studies. Although the HFO particles deposited in the ALI system were about equal in mass, higher in number and contained a large excess of toxic compounds, DF particle exposure induced a broader biological reaction in the human lung cells (BEAS-2B and A549) on all investigated "omic" levels. As discussed, a stronger affected cell metabolism is not an adverse effect *per se*, but it holds a higher risk of disturbance of normal cell functions. Within known pathways, such as pro-inflammatory signaling, oxidative stress and xenobiotic metabolism, the levels of certain well-known indicators (e.g., IL-1/6/8 and CYP1A1) surged following HFO particle exposure. In contrast, DF particles strongly affected basic cellular functions (energy and protein metabolism) and mechanisms little yet known to be affected by aerosol treatment, such as mRNA processing and chromatin modification.

The obtained results also suggest formulating specific hypotheses and are motivating further experiments to proof or disproof those. In this context the role of freshly formed “elemental carbon, EC” fractions and the influence of organic compounds on the biological activity should be investigated. The relatively large EC fraction in DF exhaust is one of the prominent differences between the two particle types. The chemical and physical surface properties of freshly formed EC fractions might be of relevance here. Laboratory experiments using e.g. combustion aerosol standard generator (CAST,[52]), which allows to generate fresh combustion particles with adjustable EC/OC ratios, are currently under preparation.

There is no doubt that the carcinogenic emissions from HFO-operated vessels need to be minimized and HFOs should be replaced by refined modern DF (at least if no flue gas cleaning systems are installed). HFO emissions contain among other constituents high concentrations of toxic metals (V, Ni etc.) and polycyclic aromatic hydrocarbons. However, also emission of diesel engines operated with refined DF, are known to be toxic and carcinogenic, although the toxicant concentrations are much lower [8] than in HFO emissions. Consequently the implementation of emission reduction measures for land-based diesel engines started decades ago (e.g. with sulfur-reduced fuels) [18] and current efforts are directed towards the reduction of particle emissions from diesel automobiles. Due to the substantial contribution of ship emissions to global pollution, ship emissions are the next logical target for improving air quality worldwide, particularly in coastal regions and harbour cities. In this context our findings on the biological effects of HFO and DF ship diesel emissions can contribute to the current debate about the reduction measures to be implemented for shipping. The results from this study provide the information that at comparable lung deposition doses the acute biological activity of particles of ship emissions from DF fuelled ships is not less relevant than the activity of HFO emission particles. This supports the suggestion that a general reduction of the PM emissions (not the SO_2_ emission) from shipping in harbours and the vicinity of the coast should be implemented for both, HFO- and DF-operated ships. Efficient particle filter technology (e.g., electrostatic precipitation or bag-filtration) is available. From a regulatory perspective, the next step should be the introduction of legal emissions limits for respirable PM (e.g. PM 2.5, in [mg/m^3^]) from ship emissions [29].

## Supporting Information

S1 Fig Sampling setup. (A) Simplified scheme of the sampling and measurement setup. DR = dilution ratio, TC = temperature control, T = temperature measurement, P = pressure meter. (B) Detailed setup of the used sampling train with porous tube and ejector diluter units. (C) Properties of the used diesel fuel (DF) and heavy fuel oil (HFO). Most noticeable are the high viscosity and high sulfur content of HFO compared with distillate fuels like EN 590 diesel. (D) Experimental engine parameters. The engine is a single cylinder engine with common rail injection system representing state of the art medium speed marine diesel engines. The dual fuel system allows operation with both distillate and residual fuels.
(EPS) Click here for additional data file.

S2 Fig Air-Liquid-Interface (ALI) exposure. HICE exposure system: the left part shows the data acquisition and control unit for the mass flow controllers, humidity and temperature. The exposure unit in the right part contains three Vitrocell modules and is thermostated to 37°C. Each module has six positions for cell exposure to either complete or filtered aerosol for gas phase referencing. The flow through each of the exposure positions is individually controlled by a mass flow controller (lower left) Cell exposure: the aerosol passes through the aerosol inlet and is streaming directly over the cell cultures.
(EPS) Click here for additional data file.

S3 Fig Particle dosing and morphology. (A) Cell viability at DF and HFO aerosol particle dose. A549 cells were exposed for 4h to 1:40 diluted DF or 1:100 diluted HFO. Directly after exposure, cell viability was measured by reduction of Alamar Blue and compared to cells exposed to the filtered aerosols. Reported are the means relative to filtered aerosol ± SD from 3 (HFO) or 2 (DF) independent experiments. As requested for the further ‘omics study, the viability is not impaired by the DF or HFO particle exposure. (B) Size dependent deposited dose of DF and HFO particles (left ordinate) as well as deposition probability (W, right ordinate) calculated according to Comouth et al. (1) for a size dependent density profile. (C) Mass dose of DF and HFO particles deposited per cell area. Data are estimated from gravimetric filter samples (case 1, 2) and from electrical low pressure impactor (ELPI) size distributions (case 3, 4). Calculations are performed assuming a constant deposition probability of W = 1.5% for all particle diameters (case 1, 2). For comparison, calculations are performed additionally using the size dependent probability Wρ(D) based on Comouth et al. (*31*) and a particle density based on a mass-mobility relationship for DF and HFO (case 3, 4). In all cases the deposited PM dose is about a factor 2 higher for the HFO case. d-g, TEM images of diesel fuel exposure aerosol particles. The typical soot agglomerate structure (D,E) and the layered graphitic structure (F,G) is typical for rather pure, elemental carbon containing soot. (H-L), TEM images of heavy fuel oil exposure aerosol particles. The often much smaller particles consist of heavier elements (black speckles) and tarry substance (crusted appearance). The HFO-EA soot particles have a more amorphous structure than the diesel fuel soot (J).
(EPS) Click here for additional data file.

S4 Fig Compounds in particulate matter. (A) Exemplary sum-parameters and compound-class data for exposure aerosol (EA) particulate matter for HFO-EA and DF-EA. Particular abundance and statistic parameters’ ratios (a), absolute concentrations (b) and statistic parameters on the sample complexity (c) reveal a substantial complexity of the organic-chemical composition of the particulate matter. ^1^EC/OC coupled to SPI, ^2^EC/OC coupled to REMPI, ^3^EC/OC-analysis (thermal-optical method), ^4^AMS, ^5^Filter weighing. ^6^Aethalometer, ^7^Comprehensive two-dimensional gas chromatography/Time-of-flight mass spectrometry, ^8^Fourier-Transform Ion Cyclotron Resonance Mass Spectrometry with atmospheric chemical ionization, ^9^Fourier-Transform Ion Cyclotron Resonance Mass Spectrometry with electrospray ionization, ^10^Thermal desorption/direct derivatization gas chromatography/Mass spectrometry, ^11^GC/MS. (B) Elemental analysis of the particulate matter. Exemplary concentrations-ratios (HFO-EA- over DF-EA-particles) of elements (left). Absolute concentrations of the species in the HFO-EA- (red bars) and DF-EA-particles (blue bars) are also shown (right). Method: ICP-AES. (C) Exemplary concentration-ratios (HFO-EA- over DF-EA-particles) of polycyclic aromatic hydrocarbons (PAH) (left). Absolute concentrations of the species in the HFO-EA- (red bars) and DF-EA-particles (blue bars) are also shown (right). The larger the PAH-structure, the stronger is the prevalence of the compound in the HFO-EA-particles. Methods: ^1^Thermal desorption/derivatization gas chromatography/Mass spectrometry, ^2^Gas chromatography/mass spectrometry, ^3^Liquid chromatography/Tandem mass spectrometry. (D) Exemplary concentration-ratios (HFO-EA- over DF-EA-particles) of aliphatic hydrocarbons (left). Absolute concentrations of the species in the HFO-EA- (red bars) and DF-EA-particles (blue bars) are also shown (right). The same behaviour as in the PAH compound class is observed: The larger the aliphatic-structure, the stronger is the prevalence of the compound in the HFO-EA-particles.
(EPS) Click here for additional data file.

S5 Fig DF regulates more transcripts, proteins and metabolites than HFO. (A-C) Comparison of regulation magnitude and regulation significance (obtained with a two-tailed t-Student’s t-test on the replicate measurements). Mean of log2 fold change aerosol/filtered is plotted vs. -log10 p-value of complete datasets of transcriptome in BEAS-2B cells (A), proteome (B) and metabolome (C) in A549 cells for DF and HFO. (D-F), Comparison of regulation magnitude and abundance of regulated transcripts, proteins or metabolites. Mean of log_2_ fold change aerosol/filtered is plotted vs. mean of log_10_ fold intensity of complete datasets of transcriptome (D), proteome (E) and metabolome (F) for DF and HFO.
(EPS) Click here for additional data file.

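The log2 fold changes and p-values of S5 Fig (A) were recomputed with the test named in its legend, Student's equal-variance test per probe on the 6 arrays of each fuel. Of 26363 probes, 8655 DF probes had an unadjusted p under 0.05, of which 5419 were higher and 3236 lower with particles. Adjusted by the Benjamini-Hochberg method, 151 were below 0.05, of which 59 were higher and 92 lower. The legend does not say whether same-numbered arrays were paired.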

S6 Fig Cellular responses to DF and HFO differ qualitatively. (A-C) Distinct patterns of regulation of DF and HFO. Hierarchical clustering of highest regulated entities of each omic approach: transcriptomics (A) (BEAS-2B), proteomics (B) and metabolomics (C) (A549). (D,E) Pathways known to be affected by diesel particle exposure. Transcriptome pathway analysis was performed using 1.5-fold regulated genes. Typical PM-influenced pathways were selected and according gene regulation were clustered hierarchically. Apoptosis (D, pro- and anti-apoptotic genes), Oxidative stress (E).
(EPS) Click here for additional data file.

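In the transcriptome, 7353 of 26363 probes changed at least 1.5-fold with DF particles (4861 higher, 2492 lower) and 2181 with HFO particles (1022 higher, 1159 lower). After quantile normalization the DF majority went the other way, with 3031 higher and 3290 lower, but not with normexp background correction before it (1474 higher, 710 lower) or on the authors' processed values (2383 higher, 1060 lower). The HFO majority turned to higher with normexp background correction and quantile normalization (301 higher, 237 lower) and on the authors' processed values (469 higher, 269 lower). It also did so without the filter on dim probes (3508, 2144) and for probes well above background on all 12 arrays (677, 507). It stayed lower with quantile normalization (1000, 1466), brightness as a covariate (972, 1183) and any array left out. The HFO number was 4033 without HFO complete aerosol replicate 1.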

S7 Fig Meta-analysis of gene ontology-terms in the proteomic and transcriptomic measurement of DF and HFO particle-treated samples. Significantly regulated proteins in A549 cells were determined using 10% of lowest and 10% of highest log2 fold change in the ratio Aerosol/Gas and a cut-off of—log10(p-value) >1 for 3 replicates. According to the high identification number, significantly regulated transcripts in BEAS-2B cells were determined using 5% of lowest and 5% of highest log2 fold change of Aerosol/Gas and a cut-off of—log10(p-value) >1 for 3 replicates. GO term analysis was performed using David Tool. The p-values of GO-terms were z-transformed, hierarchically clustered, and plotted as a heat map.
(EPS) Click here for additional data file.

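Applied to the deposited arrays, the rule of S7 Fig for transcripts selected 2239 DF probes (1208 higher, 1031 lower) and 1105 HFO probes (550 higher, 555 lower) of 26363. With the same-numbered arrays as pairs it selected 1997 and 838. The selections shared 181 probes that changed in the same direction, 52 higher and 129 lower, and 8 that changed in opposite directions, where 93.8 shared probes in either direction would come by chance. Without HFO filtered aerosol replicate 3 the HFO rule selected 698 probes.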

S8 Fig DF- and HFO-particles disrupt lung epithelial integrity. (A) Histopathology of HFO-/DF-particle treated NHBE cells. Light microscopy histological analysis of sections of the NHBE cultures treated with PBS (control), and (B) HFO, (C) DF and (D) CB120 at a dose 150 μg/cm^2^ for 24 h. Hematoxylin and eosin staining, scale bar = 50 μm. (E) TEM micrographs of HFO- and (F) DF-particle treated NHBE cells. Ribosome agglomeration in cells of the NHBE cultures after 24 h incubation at a dose 150 μg/cm^2^; n = 5. Scale bar = 2 μm.
(EPS) Click here for additional data file.

S9 Fig Secreted metabolites and metabolomic flux analysis. Metabolism of U-^13^C-Glucose through central carbon metabolism in A549 cells. Reduced model of central carbon metabolism, with labeled atom transition marked for selected metabolites. Red circles = ^13^C labeled carbon; Blue circles = ^13^C labeled carbon from Malic Enzyme activity; White circles = ^12^C unlabeled carbon. Selected Secreted Metabolite Ratios. Selected metabolites were measured through GC/MS analysis of cellular medium post exposure. Values shown are the ratios of unfiltered treatments to filtered treatments for each fuel type during three replicates. Metabolic flux measurements based on ^13^C-labeled glucose. Filtered and unfiltered aerosol samples were analyzed separately.
(EPS) Click here for additional data file.

S10 Fig Exemplary light microscopic image of a confluent A459 cell layer. 4x10^5^ A549 cells were seeded into a 24mm trans-well insert. After 24h and just before ALI-exposure, confluence was checked by light microscopy.
(TIF) Click here for additional data file.

S1 Table Chemical Analytics of Ship Exhaust Particles. (XLSX) Click here for additional data file.

S2 Table Biological Responses to Ship Exhaust Particles. (XLSX) Click here for additional data file.

S1 Text Materials and Methods. (DOCX) Click here for additional data file.

## References

[1] PopeCA3rd, DockeryDW. Air pollution and life expectancy in China and beyond. Proc Natl Acad Sci USA. 2013;110(32):12861–2. 10.1073/pnas.1310925110 23847200PMC3740834

[2] ChenY, EbensteinA, GreenstoneM, LiH. Evidence on the impact of sustained exposure to air pollution on life expectancy from China's Huai River policy. Proc Natl Acad Sci USA. 2013;110(32):12936–41. 10.1073/pnas.1300018110 23836630PMC3740827

[3] Benbrahim-TallaaL, BaanRA, GrosseY, Lauby-SecretanB, El GhissassiF, BouvardV, et al Carcinogenicity of diesel-engine and gasoline-engine exhausts and some nitroarenes. Lancet oncol. 2012;13(7):663–4. 2294612610.1016/s1470-2045(12)70280-2

[4] DalsorenSB, EideMS, EndresenO, MjeldeA, GravirG, IsaksenISA. Update on emissions and environmental impacts from the international fleet of ships: the contribution from major ship types and ports. Atmos Chem Phys. 2009;9:2171–94.

[5] MatthiasV, BewersdorffI, AulingerA, QuanteM. The contribution of ship emissions to air pollution in the North Sea regions. Environ pollut. 2010;158(6):2241–50. 10.1016/j.envpol.2010.02.013 20226578

[6] AultAP, MooreMJ, FurutaniH, PratherKA. Impact of emissions from the Los Angeles port region on San Diego air quality during regional transport events. Environ Sci Technol. 2009;43(10):3500–6. 1954484610.1021/es8018918

[7] PoplawskiK, SettonE, McEwenB, HrebenykD, GrahamM, KellerP. Estimation and assesment of cruise ship emissions in Victoria, BC, Canada. Atmos Environ. 2011;45:824–33.

[8] CorbettJJ, WinebrakeJJ, GreenEH, KasibhatlaP, EyringV, LauerA. Mortality from ship emissions: a global assessment. Environ Sci Technol. 2007;41(24):8512–8. 1820088710.1021/es071686z

[9] EPA. Diesel Boats and Ships. Available: http://www.epa.gov/otaq/marine.htm. Accessed March 2014) 2014.

[10] LackDA, CappaCD, LangridgeJ, BahreiniR, BuffaloeG, BrockC, et al Impact of fuel quality regulation and speed reductions on shipping emissions: implications for climate and air quality. Environ Sci Technol. 2011;45(20):9052–60. 10.1021/es2013424 21910443

[11] BlatcherDJ, EamesI. Compliance of Royal Naval ships with nitrogen oxide emissions legislation. Marine pollution bulletin. 2013;74:10–8. 10.1016/j.marpolbul.2013.07.010 23906471

[12] WinebrakeJJ, CorbettJJ, GreenEH, LauerA, EyringV. Mitigating the health impacts of pollution from oceangoing shipping: an assessment of low-sulfur fuel mandates. Environ Sci Technol. 2009;43(13):4776–82. 1967326410.1021/es803224q

[13] Borrell FontellesJ, StrawJ. Directive 2005/33/EC of the Europen Parliament and the council. OJEU. 2005;L191/59(2272005).

[14] KhanMY, GiordanoM, GutierrezJ, WelchWA, Asa-AwukuA, MillerJW, et al Benefits of two mitigation strategies for container vessels: cleaner engines and cleaner fuels. Environ Sci Technol. 2012;46(9):5049–56. 10.1021/es2043646 22468877

[15] Gaetjens. http://smm-hamburg.com/fileadmin/img/content/programme/downloads/programmpunkte_de/491_7351_gaetjens.pdf 2012.

[16] EyringV, IsaksenISA, BerntsenT, CollinsWJ, CorbettJJ, EndresenO, et al Transport impacts on atmosphere and climate: Shipping. Atmospheric Environment. 2010;44(37):4735–71. 10.1016/j.atmosenv.2009.04.059 PMC711059432288556

[17] EyringV, KöhlerHW, van AardenneJ, LauerA. Emissions from international shipping. J Geophys Tes. 2005;110:D17305.

[18] LloydAC, CacketteTA. Diesel engines: environmental impact and control. J Air & Waste Manag Assoc. 2001;51(6):809–47.1141767510.1080/10473289.2001.10464315

[19] SchwarzePE, TotlandsdalAI, LagM, RefsnesM, HolmeJA, OvrevikJ. Inflammation-related effects of diesel engine exhaust particles: studies on lung cells in vitro. BioMed research international. 2013;(685142):1–13. 10.1155/2013/685142 23509760PMC3586454

[20] HolderAL, LucasD, Goth-GoldsteinR, KoshlandCP. Cellular response to diesel exhaust particles strongly depends on the exposure method. Toxicol Sci: an official journal of the Society of Toxicology. 2008;103(1):108–15. 10.1093/toxsci/kfn014 18227103

[21] PaurH-R, CasseeF, TeeguardenJ, FissanH, DiabateS, AufderheideM, et al In-vitro cell exposure studies for the assessment of nanoparticle toxicity in the lung—A dialog between aerosol science and biology. J Aerosol Sci. 2011;42(10):668–92. 10.1016/j.jaerosci.2011.06.005

[22] TsukueN, OkumuraH, ItoT, SugiyamaG, NakajimaT. Toxicological evaluation of diesel emissions on A549 cells. Toxicol in vitro. 2010;24(2):363–9. 10.1016/j.tiv.2009.11.004 19900534

[23] CooneyDJ, HickeyAJ. Cellular response to the deposition of diesel exhaust particle aerosols onto human lung cells grown at the air-liquid interface by inertial impaction. Toxicol in vitro. 2011;25(8):1953–65. 10.1016/j.tiv.2011.06.019 21756993

[24] OostinghGJ, PapaioannouE, ChasapidisL, AkritidisT, KonstandopoulosAG, DuschlA. Development of an on-line exposure system to determine freshly produced diesel engine emission-induced cellular effects. Toxicol in vitro. 2013;27(6):1746–52. 10.1016/j.tiv.2013.04.016 23684770

[25] KooterIM, AlblasMJ, JedynskaAD, SteenhofM, HoutzagerMM, RasM. Alveolar epithelial cells (A549) exposed at the air-liquid interface to diesel exhaust: First study in TNO's powertrain test center. Toxicol in vitro. 2013;27(8):2342–9. 10.1016/j.tiv.2013.10.007 24161370

[26] AdamTW, ChiricoR, ClairotteM, ElsasserM, ManfrediU, MartiniG, et al Application of modern online instrumentation for chemical analysis of gas and particulate phases of exhaust at the European Commission heavy-duty vehicle emission laboratory. Anal Chem. 2011;83(1):67–76. Epub 2010/12/04. 10.1021/ac101859u 21126058

[27] MuellerD, UibelS, TakemuraM, KlingelhoeferD, GronebergDA. Ships, ports and particulate air pollution—an analysis of recent studies. J Occup Med Toxicol. 2011;6:31 10.1186/1745-6673-6-31 22141925PMC3244961

[28] CooperJ. Exhaust emissions from ships at berth. Atmos Environ. 2003;37:3817–30.

[29] WinnesH, FridellE. Particle emissions from ships: dependence on fuel type. J Air & Waste Manag Assoc. 2009;59(12):1391–8.2006690410.3155/1047-3289.59.12.1391

[30] ReddelRR, KeY, GerwinBI, McMenaminMG, LechnerJF, SuRT, et al Transformation of human bronchial epithelial cells by infection with SV40 or adenovirus-12 SV40 hybrid virus, or transfection via strontium phosphate coprecipitation with a plasmid containing SV40 early region genes. Cancer Res. 1988;48(7):1904–9. 2450641

[31] KooterIM, AlblasMJ, JedynskaAD, SteenhofM, HoutzagerMM, van RasM. Alveolar epithelial cells (A549) exposed at the air-liquid interface to diesel exhaust: First study in TNO's powertrain test center. Toxicol in vitro. 2013;27(8):2342–9. 10.1016/j.tiv.2013.10.007 24161370

[32] SteinritzD, MohleN, PohlC, PapritzM, StengerB, SchmidtA, et al Use of the Cultex(R) Radial Flow System as an in vitro exposure method to assess acute pulmonary toxicity of fine dusts and nanoparticles with special focus on the intra- and inter-laboratory reproducibility. Chemico-biol Int. 2013;206(3):479–90. 10.1016/j.cbi.2013.05.001 23669118

[33] HerzogF, CliftMJ, PiccapietraF, BehraR, SchmidO, Petri-FinkA, et al Exposure of silver-nanoparticles and silver-ions to lung cells in vitro at the air-liquid interface. Part Fibre Toxicol. 2013;10:11 10.1186/1743-8977-10-11 23557437PMC3639923

[34] PersozC, AchardS, MomasI, SetaN. Inflammatory response modulation of airway epithelial cells exposed to formaldehyde. Toxicol Lett. 2012;211(2):159–63. 10.1016/j.toxlet.2012.03.799 22484645

[35] BaberO, JangM, BarberD, PowersK. Amorphous silica coatings on magnetic nanoparticles enhance stability and reduce toxicity to in vitro BEAS-2B cells. Inhal Toxicol 2011;23(9):532–43. 10.3109/08958378.2011.592869 21819260

[36] DiabateS, MulhoptS, PaurHR, KrugHF. The response of a co-culture lung model to fine and ultrafine particles of incinerator fly ash at the air-liquid interface. Atla-Altern Lab Anim. 2008;36(3):285–98. 1866209310.1177/026119290803600306

[37] PatelMM, ChillrudSN, DeeptiKC, RossJM, KinneyPL. Traffic-related air pollutants and exhaled markers of airway inflammation and oxidative stress in New York City adolescents. Environ Res. 2013;121:71–8. 10.1016/j.envres.2012.10.012 23177171PMC3577992

[38] ComouthA, SaathoffH, NaumannK-H, MuelhoptS, PaurH-R, LeisnerT. Modelling and measurement of particle deposition for cell exposure at the air—liquid interface. J Aerosol Sci. 2013;63(0):103–14. 10.1016/j.jaerosci.2013.04.009

[39] KarthikeyanS, ThomsonEM, KumarathasanP, GuenetteJ, RosenblattD, ChanT, et al Nitrogen dioxide and ultrafine particles dominate the biological effects of inhaled diesel exhaust treated by a catalyzed diesel particulate filter. Toxicol Sci. 2013;135(2):437–50. 10.1093/toxsci/kft162 23897985

[40] GhioAJ, DaileyLA, SoukupJM, StonehuernerJ, RichardsJH, DevlinRB. Growth of human bronchial epithelial cells at an air-liquid interface alters the response to particle exposure. Part Fibre Toxicol. 2013;10(1):25 10.1186/1743-8977-10-25 23800224PMC3750262

[41] Dept. of Health and Human Services. NIOHS pocket guide to chemical hazards. BarsanM, editor. CincinnatiOhio: NIOHS publications; 2007.

[42] PagelsJ, KhalizovAF, McMurryPH, ZhangRY. Processing of Soot by Controlled Sulphuric Acid and Water Condensation: Mass and Mobility Relationship. Aerosol Sci Technol. 2009;43(7):629–40. 10.1080/02786820902810685

[43] ParkK, CaoF, KittelsonDB, McMurryPH. Relationship between particle mass and mobility for diesel exhaust particles. Environ Sci Technol. 2003;37(3):577–83. 10.1021/es025960v 12630475

[44] FerronGA, UpadhyayS, ZimmermannR, KargE. Model of the Deposition of Aerosol Particles in the Respiratory Tract of the Rat. II. Hygroscopic Particle Deposition. J Aerosol Med Pulm Drug Deliv. 2013;26(2):101–19. 10.1089/jamp.2011.0965 23550602

[45] Karg E, Ferron GA. The hygroscopic particle lung deposition model Neuherberg / Munich: Helmholtz Zentrum München; 2014 [cited 2014]. Available: http://www.helmholtz-muenchen.de/en/neu-cma/research/facilities/lung-deposition-model/index.html.

[46] WehnerB, BirmiliW, GnaukT, WiedensohlerA. Particle number size distributions in a street canyon and their transformation into the urban-air background: measurements and a simple model study. Atmos Environ. 2002;36(13):2215–23.

[47] VignatiE, BerkowiczR, PalmgrenF, LyckE, HummelshojP. Transformation of size distributions of emitted particles in streets. Sci Total Environ. 1999;235(1–3):37–49. 10535125

[48] OederS, JorresRA, WeichenmeierI, PuschG, SchoberW, PfabF, et al Airborne indoor particles from schools are more toxic than outdoor particles. Am J Respir Cell Mol Biol. 2012;47(5):575–82. 10.1165/rcmb.2012-0139OC 22904196

[49] SchwanhausserB, BusseD, LiN, DittmarG, SchuchhardtJ, WolfJ, et al Global quantification of mammalian gene expression control. Nature. 2011;473(7347):337–42. 10.1038/nature10098 21593866

[50] Palsson-McDermottEM, O'NeillLA. The Warburg effect then and now: from cancer to inflammatory diseases. BioEssays. 2013;35(11):965–73. 10.1002/bies.201300084 24115022

[51] ZhangWC, Shyh-ChangN, YangH, RaiA, UmashankarS, MaS, et al Glycine decarboxylase activity drives non-small cell lung cancer tumor-initiating cells and tumorigenesis. Cell. 2012;148(1–2):259–72. 10.1016/j.cell.2011.11.050 22225612

[52] MuellerL, JakobiG, OrascheJ, KargE, SklorzM, AbbaszadeG, et al Online determination of polycyclic aromatic hydrocarbon formation from a flame soot generator. Anal Bioanal Chem. 2015 10.1007/s00216-015-8549-x 25711989

# Supplementary material for: Particulate Matter from Both Heavy Fuel Oil and Diesel Fuel Shipping Emissions Show Strong Biological Effects on Human Lung Cells at Realistic and Comparable In Vitro Exposure Conditions
**Source:** PLoS One. 2015 Jun 3;10(6):e0126536. doi: 10.1371/journal.pone.0126536
**Supplement:** S1 Text

**Text S1. Materials and Methods**

**Engine**

A four-stroke single-cylinder direct-injected diesel engine was used. Details are summarized in Fig. S1d. Heavy fuel oil HFO 180 was used as a representative fuel for ship operation outside of sulfur emission-control-areas (SECAs). Distillate fuel according to DIN EN 590 was used as a reference. Properties and measured data of both fuel types are listed in Fig. S1c. The engine ran at four different operating points: 100 %, 75 %, 50 %, 25 % load at nominal speed of 1,500 min^-1^. The duration of each operation point was set in accordance to their weighting factors as described in ISO 8178-4 E2. The total cycle duration was 2 hours, which was run twice in a row.

**Sampling**

Aerosol samples from the exhaust pipe were taken with a diluting aerosol sampling system (Venacontra, DAS, Finland). Depending on the desired concentration range dilution was carried out in 2-4 stages (Fig. S1) with clean and particle free compressed air at room temperature. The primary dilution was carried out using a porous tube diluter ([Lyyranen et al. 2004](#_ENREF_9)).

Four parallel **PM_2.5_ filter samples** were collected with a modified speciation sampler (Rupprecht & Patashnik 2300, Thermo Scientific, Waltham, USA) simultaneously and under the same dilution ratio as the ALI exposure. PM samples were collected on quartz fiber filters (QFF, T293, Munktell, Sweden) and PTFE membrane filters (PFF, Zefluor 1 µm, Pall, USA).

**Carbonyl compounds** (CCs) from the gas phase were sampled by derivatisation with 2,4-dinitrophenylhydrazine (DNPH) cartridges.

The samples for **electron microscopy** were collected on perforated carbon substrates supported by copper mesh (Agar Scientific). The morphology of the particles was studied by transmission electron microscopy (TEM) (JEM 2100F, JEOL Ltd., Japan). The elemental composition of the particles was analyzed using energy dispersive X-ray spectroscopy (EDS, NORAN System 7, Thermo Scientific, USA).

**On-line methods**

**Gaseous emissions** were analyzed in real time from the undiluted raw gas using commercial gas monitors (AVL CEB II) at 1 Hz sampling frequency.

**Photoionization Time-of-Flight (TOF) mass spectrometry** was carried out by two independent systems. Firstly, VUV light (126 nm, 9.8 eV) from a continuous-wave excimer lamp served as an ionization source in an orthogonal extraction TOF-spectrometer operating at 60 kHz repetition rate (Tofwerk C-TOF). In contrast, the second TOF-instrument (Kaesdorf CTF10) utilized intense, pulsed laser radiation (≈10^7^ W/cm^2^) in the UV range (266 nm, 4.66 eV, 4th harmonic of NdYAG,) for resonance enhanced multiphoton ionization (REMPI).

**A High-resolution Time-of-Flight Aerosol Mass Spectrometer** (HR-TOF-AMS, Aerodyne Research Inc., USA) was used to measure sub-micrometer non-refractory particles. Diluted exhaust particles were sampled directly and focused into a tight particle beam, which hits a conical surface, heated to 600 °C, where the non-refractory components of the particles were evaporated and continuously ionized by electrons of 70 eV. Ions are analyzed by a fast reflectron TOF-system. Mass spectra were recorded every 20 seconds.

**Black Carbon (BC)** measurements were carried out with a 7-wavelength Aethalometer (AE33, MAGEE Scientific), described in detail by Arnott et al. ([Arnott et al. 2005](#_ENREF_2)).

**Particle size distribution and number concentration** were measured in parallel by a Scanning Mobility Particle Sizer (SMPS, TSI, USA) ([Reischl 1991](#_ENREF_15)) and an Electrical Low Pressure Impactor (ELPI, Dekati, Finland) ([Keskinen et al. 1992](#_ENREF_7)). The SMPS was set for a particle size range of 15 nm to 638 nm and the ELPI for an aerodynamic size range of 14 nm to 6.3 µm. Furthermore, particle number concentrations were continuously monitored with a Condensation Particle Counter (CPC, TSI, USA) ([Wiedensohler 1997](#_ENREF_18)). Deposited dose and size distribution inside the ALI was calculated from the measured data in the diluted aerosol, overlaid by the cut-off function of the PM_2.5_ ALI-pre-impactor.

**Off-line methods**

**EC/OC analyses** were carried out by a thermal-optical carbon analyzer (Desert Research Institute Model 2001A) applying the *Improve A* protocol ([Chow et al. 2007](#_ENREF_3)). The analyzer was coupled with a time-of-flight mass spectrometer using single photon and resonance-enhanced multi-photon ionization (SPI and REMPI) ([Grabowsky et al. 2011](#_ENREF_6)).

**In-situ derivatisation and thermal desorption coupled to gas chromatography followed by a time-of-flight mass spectrometer** (Leco, USA) was applied to analyze organic compounds on sampled particles ([Orasche et al. 2011](#_ENREF_12)).

**Carbonyl compounds (CCs)** were eluted from the cartridge with 1ml acetonitrile and analyzed by GC-MS (Shimadzu GCMS-QP2010).

**Extraction of particulate samples for the** analyses of organic compounds were performed from QFF filters. The filters were extracted twice in an ultrasonic bath with 25 ml methanol/dichloromethane (50/50, v/v), respectively. For analysis of nitro-PAH and methyl-PAH solid-phase extraction (SPE) of one sixth of the whole extract was performed.

**For the determination of nitro-PAH** a method based on the post-column reduction of nitro-compounds followed by fluorescence detection of the resulting amino-PAH was used ([Schauer et al. 2004](#_ENREF_16)).

**Methylated PAHs** were analyzed from the first eluates of the solid phase extraction by GC-MS/MS. 1 µl solution with added internal standard was injected splitless into a PolarisQ (Thermo Scientific, Dreieich, Germany) Ion-Trap GC-MS injector at 280 °C. 16-methylated PAH including retene were quantified.

**Two-dimensional GCxGC-ToF-MS** analysis of the filter aerosols was carried out using an Agilent 6890 gas chromatograph equipped with a LECO Pegasus 4D option, including a Pegasus III TOF-MS (LECO, ST. Joseph, MI, USA) using helium as carrier gas ([Welthagen et al. 2003](#_ENREF_17)).

Analyses by **Electrospray-Ionization-Mass-Spectrometry (ESI-FTICR-MS)** were carried out by a solariX FT-ICR mass spectrometer (Bruker Daltonik GmbH, Bremen, Germany) equipped with a 7 Tesla superconducting magnet (Bruker Biospin, Wissembourg, France) in positive (+) ion mode. The mass spectrometer was tuned for a mass-to-charge-interval of 150 to 1000 amu with a resolution of around 200.000 @ m/z 400.

**Gas chromatography coupled to atmospheric pressure chemical ionization mass spectrometry (GC-APCI-FTICR-MS)** was performed using a CP 3800 gas chromatograph (Agilent, Palo Alto, CA, USA) equipped with a programmable temperature vaporizing injector (model 1079) hyphenated to an Apex Qe Series II FTMS system (Bruker Daltonics, Billerica, MA, USA / Bruker Daltonics GmbH, Bremen, Germany). The APCI source and the FT-ICR MS were operated in positive (+) ion mode.

**Elements** from the particulate samples were analyzed using inductively coupled plasma (ICP) atomic emission spectrometry (ICP-AES, „Spectro Ciros Vision“ system from SPECTRO Analytical Instruments GmbH & Co. KG, Kleve, Germany).

**Cell culture conditions**

Human lung epithelial cell line A549 (American Type Culture Collection; ATCC® CCL-185™; http://www.lgcstandards-atcc.org/Products/All/CCL-185.aspx) was cultured in RPMI-1640 medium supplemented with 10% (v/v) fetal bovine serum (FBS), 100 U/ml penicillin, 100 mg/ml streptomycin (all from Life Technologies, Darmstadt). Human immortalized bronchial epithelial cells BEAS-2B (ATCC® CRL-9609™; http://www.lgcstandards-atcc.org/Products/All/CRL-9609.aspx) were cultured in Bronchial Epithelial Growth Medium (BEGM, Lonza Inc., Walkersville, MD) supplemented with 100 units/ml penicillin/streptomycin and on plates that were pre-coated with 0.01 mg/ml fibronectin, 0.03 mg/ml bovine collagen Type 1 and 0.01 mg/ml BSA.

**Air-liquid-interface exposure chamber**

To provide reproducible experimental conditions for the exposure of the bioassays at the air-liquid-interface the HICE-Exposure system was applied based on previous work ([Mülhopt et al. 2008](#_ENREF_10)). In this fully automatic system cell cultures grown on porous membrane inserts, which supply the nutrient medium, are exposed directly to diluted aerosol from combustion sources (Fig. S2). The aerosol is humidified by steam injection to 85 % relative humidity and temperature is controlled to 37°C. The flow rate is 100 ml/min.

**Air-liquid interface exposure**

Cells were placed into isolator cups that were previously filled with RPMI 1640 medium (for A549 cells) or bronchial epithelial basal medium (BEBM, Lonza Inc., Walkersville, MD; for BEAS-2B cells), each supplemented with 10 mM HEPES. Cells were then exposed for 4h at the air-liquid-interface (ALI) exposure system (Fig. S2). Each exposure condition was tested 3 times. Aerosol was diluted 1:40 and 1:100 for DF and HFO, respectively. The deposited dose was estimated from the mass concentration data of the fitted particle size distributions for DF and HFO (Fig. S3b).

**Viability test (AlamarBlue®)**

Viability of the cells was tested using Alamar blue ([Kooter et al. 2013](#_ENREF_8)).

**Whole-genome expression analysis**

For the analysis of gene expression on whole-genome level Agilent one-color microarrays were used ([Adam et al. 2011](#_ENREF_1)). Total RNA was extracted using the AllPrep RNA/Protein Kit (Qiagen, Hilden, Germany), purified and Cy3-labeled according to the manufacturers protocol and analyzed on Sure Print G3 Human Gene Expression Microarrays (8x60 K, Agilent, Waldbronn, Germany).

**Stable isotope labeling (SILAC) by D_4_-Lysine and ^13^C_6_-Glucose labeling**

Human A549 lung cells were cultured for 6 passages ([Ong and Mann 2006](#_ENREF_11)) in RPMI-1640 media supplemented with 10% dialyzed FBS (Sigma-Aldrich), 1 × penicillin/streptomycin (Sigma-Aldrich), either 48.67 μg/ml lysine (Sigma-Aldrich) or D_4_-lysine (Lys4, Sigma-Aldrich) to achieve complete labeling of the proteome. The D_4_-lysine labeled cells were seeded 24 h before the experiment in RPMI 1640 media additionally containing 0.0125M ^13^C_6_-Glucose (Cambridge Isotope Laboratories, USA).

**Protein and metabolite extraction from one sample**

Cells were harvested and pipetted into an Eppendorf-tube containing 400 μL of at -20°C chilled HPLC-grade chloroform. Polar and non-polar phases were physically separated. Afterwards 200 µL of the aqueous upper phase containing the polar metabolites was stored at -80^0^C until analysis. The non-polar phase was discarded. The interphase containing the precipitated protein was used for proteomics.

**Proteomics**

Proteins were resuspended in 60 µl of denaturation buffer (6 M urea, 2 M thiourea, 20 mM HEPES, pH 8.0). Labeled and unlabeled samples were mixed 1:1 to get a total amount of 100 μg proteins. Protein quantitation was performed using the Bradford assay. Strong-anion exchange chromatography (SAX) fractionation of peptides was performed as described in Wisniewski et al. ([Wisniewski et al. 2009](#_ENREF_19)).

**Metabolomics**

Metabolite extracts were measured on an Agilent 7890 GC containing a 30 m DB-35MS capillary column. The GC was connected to an Agilent 5975C MS operating in electron ionization (EI) mode at 70 eV. The detector was operated in scan mode with an m/z range of 70 to 800. Derivatisation was carried out by 2,2,2-trifluoro-N-methyl-N-trimethylsilyl-acetamide (Sigma, UK).

**Omics data analysis**

All data analysis was performed with *R* ([R-Core-Team 2012](#_ENREF_14)) and the Bioconductor ([Gentleman et al. 2004](#_ENREF_5)) packages *affy, limma* and *gplots*([Gautier et al. 2004](#_ENREF_4)). Heatmaps were produced by first performing a hierarchical cluster analysis to the log2-fold changes (using the Ward Method) and then plotting the colored values.

**Off-line analyses at the bronchial epithelium model**

Primary normal human bronchial epithelial (NHBE) cells obtained from non-smoking, post-mortem individuals, were used (Lonza, Switzerland). Cells were cultured as previously described ([Prytherch et al. 2011](#_ENREF_13)). The following particles were used: particles from heavy fuel oil (HFO) and diesel fuel (DF) collected on polycarbonate filters (Millipore, UK), carbon black (CB120), Monarch 120 (Cabot, UK) and DQ12 quartz particles (Sigma, UK).

Supplementary References

Adam TW, Chirico R, Clairotte M, Elsasser M, Manfredi U, Martini G, et al. 2011. Application of modern online instrumentation for chemical analysis of gas and particulate phases of exhaust at the european commission heavy-duty vehicle emission laboratory. Analytical chemistry 83:67-76.

Arnott WP, Hamasha K, Moosmuller H, Sheridan PJ, Ogren JA. 2005. Towards aerosol light-absorption measurements with a 7-wavelength aethalometer: Evaluation with a photoacoustic instrument and 3-wavelength nephelometer. Aerosol Sci Tech 39:17-29.

Chow JC, Watson JG, Chen LWA, Chang MCO, Robinson NF, Trimble D, et al. 2007. The improve-a temperature protocol for thermal/optical carbon analysis: Maintaining consistency with a long-term database. J Air Waste Manage 57:1014-1023.

Gautier L, Cope L, Bolstad BM, Irizarry RA. 2004. Affy - analysis of affymetrix genechip data at the probe level. Bioinformatics 20:307-315.

Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, et al. 2004. Bioconductor: Open software development for computational biology and bioinformatics. Genome Biol 5.

Grabowsky J, Streibel T, Sklorz M, Chow JC, Watson JG, Mamakos A, et al. 2011. Hyphenation of a carbon analyzer to photo-ionization mass spectrometry to unravel the organic composition of particulate matter on a molecular level. Anal Bioanal Chem 401:3153-3164.

Keskinen J, Pietarinen K, Lehtimaki M. 1992. Electrical low-pressure impactor. J Aerosol Sci 23:353-360.

Kooter IM, Alblas MJ, Jedynska AD, Steenhof M, Houtzager MM, Ras M. 2013. Alveolar epithelial cells (a549) exposed at the air-liquid interface to diesel exhaust: First study in tno's powertrain test center. Toxicology in vitro : an international journal published in association with BIBRA 27:2342-2349.

Lyyranen J, Jokiniemi J, Kauppinen EI, Backman U, Vesala H. 2004. Comparison of different dilution methods for measuring diesel particle emissions. Aerosol Sci Tech 38:12-23.

Mülhopt S, Krebs T, Paur H-R. 2008. Online dose determination for in vitro experiments with nano particles in the karlsruhe exposure system. Toxicology Letters 180, Supplement:S224.

Ong SE, Mann M. 2006. A practical recipe for stable isotope labeling by amino acids in cell culture (silac). Nature protocols 1:2650-2660.

Orasche J, Schnelle-Kreis J, Abbaszade G, Zimmermann R. 2011. Technical note: In-situ derivatization thermal desorption gc-tofms for direct analysis of particle-bound non-polar and polar organic species. Atmos Chem Phys 11:8977-8993.

Prytherch Z, Job C, Marshall H, Oreffo V, Foster M, BeruBe K. 2011. Tissue-specific stem cell differentiation in an in vitro airway model. Macromolecular bioscience 11:1467-1477.

R-Core-Team. 2012. R: A language and environment for statistical computing, r foundation for statistical computing. Vienna, Austria.

Reischl GP. 1991. Measurement of ambient aerosols by the differential mobility analyzer method - concepts and realization criteria for the size range between 2-nm and 500-nm. Aerosol Sci Tech 14:5-24.

Schauer C, Niessner R, Poschl U. 2004. Analysis of nitrated polycyclic aromatic hydrocarbons by liquid chromatography with fluorescence and mass spectrometry detection: Air particulate matter, soot, and reaction product studies. Anal Bioanal Chem 378:725-736.

Welthagen W, Schnelle-Kreis J, Zimmermann R. 2003. Search criteria and rules for comprehensive two-dimensional gas chromatography-time-of-flight mass spectrometry analysis of airborne particulate matter. J Chromatogr A 1019:233-249.

Wiedensohler A, D. Orsini, D. S. Covert, D. Coffmann, W. Cantrell, M. Havlicek, F. J. Brechtel, L. M. Russell, R. J. Weber, J. Gras, J. G. Hudson and M. Litchy 1997. Intercomparison study of the size-dependent counting efficiency of 26 condensation particle counters. Aerosol Sci Technol 27:19.

Wisniewski JR, Zougman A, Mann M. 2009. Combination of fasp and stagetip-based fractionation allows in-depth analysis of the hippocampal membrane proteome. Journal of proteome research 8:5674-5678.

How the deposited data were processed for this re-analysis (not part of the article)

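Gene expression was measured in BEAS-2B cells on 12 one-colour Agilent arrays, 3 for each of 4 groups: complete and filtered DF aerosol, and complete and filtered HFO aerosol. The condition and replicate number of each array were taken from the deposited sample titles. The other assays of the paper, the proteome and metabolome data among them, and the A549 cells were not analysed here.

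The authors deposited 2 kinds of values for each array. Per the file headers, the intensities of the scanner files had been read by Agilent's Feature Extraction software, and the processed intensity had been background-subtracted and spatially detrended, on a linear scale and with no normalization between arrays. The files also hold the raw mean intensity of each spot and its local background. As deposited, the second kind is a table of intensities that the authors had normalized between arrays by a step that the paper, its S1 Text and the file headers do not name. S1 Text names the R packages affy, limma and gplots. The values of that table were checked against the scanner files. They are on a linear scale and not background-subtracted, and their quantiles are nearly alike on all 12 arrays.

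Analysis began from the processed intensity. Control spots and spots that the scanner software marked as outliers were left out, the spots of a probe were averaged on the log2 scale, and the 75th percentile of each array was subtracted. Of 42405 probes, 103 had no usable spot on at least 1 array. Probes well above background on every array of at least 1 group were tested, which left 26363, of which 20665 were well above background on all 12 arrays. They covered 19772 named genes. The precision of an array was described by its signal over background. Between 361 and 509 of 58717 spots per array were marked as outliers, and the signal over background of the brightest spike-in transcripts was between 1239.6 and 2499.1. No probe was saturated on any array.

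The software limma (version 3.58.1, in R 4.3.3) fitted 4 group means to all 12 arrays, with moderated variances. It tested complete against filtered aerosol within each fuel, the difference between these changes (DF minus HFO), and filtered DF against filtered HFO aerosol. P-values were 2-sided, adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The exposures gave 3 against 3 values, for which an exact permutation test has a smallest p of 0.1. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

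Arrays of one fuel with the same replicate number were taken as a pair only to describe values per exposure and in one alternative. The paper says that complete and filtered aerosol were applied at the same time in 3 independent exposures, but it does not say that the replicate numbers follow them. After the group means were removed, the same-numbered complete and filtered DF arrays correlated across probes at 0.139, 0.12 and 0.243, each above 0.1. This is weak evidence of pairing, since DF complete aerosol replicate 1 and DF filtered aerosol replicate 2 correlated at 0.198. The main comparisons were unpaired. For transcripts selected by the rule of S7 Fig, the equal-variance test that the S5 Fig legend names was run on the 6 arrays of each fuel. The probes in the lowest or highest 5% of log2 fold changes with a -log10 p above 1 were kept.

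Genes were named by a rule. It took the genes named in the paper's results and drawn in Fig 3E, and in each fuel the 10 named probes with the largest log2 fold change past the threshold that changed alike in all 3 same-numbered pairs. Where no probe passed, the 5 highest and 5 lowest by the moderated t were taken, and the requirements of a name and of the same direction in 3 pairs were kept there by a later choice. A gene with several probes was given by the probe with the highest mean signal. Naming each gene once was a choice made after the data were seen, by which a second IER3 probe was dropped and SNAI1 entered.

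Gene lists were tested with camera from limma, with a preset correlation between genes of 0.01, on 1 probe per gene and adjusted over 16 lists and both fuels. Lists drawn from S2 Table were energy metabolism, translation factors, protein degradation, RNA processing and cell junction for DF, and inflammation and oxidative stress for HFO. The study had picked their genes on these arrays. Lists drawn up from symbols were histone, cytosolic ribosomal protein, nuclear complex I and metallothionein genes. Lists drawn up from general knowledge were mitochondrially encoded protein, aryl hydrocarbon receptor target, NRF2 target, heat shock and immediate-early genes. The arrays name 3 genes of the S2 Table lists by another symbol, and these were matched after the data were seen. The difference of a list between the fuels was tested with fry from limma, adjusted over the 16 lists. That test was chosen after the data were seen. Lists of small nuclear and nucleolar RNA genes and of lincRNA probes were also added then.

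Apart from the later choices named above, these comparisons, the rule for genes, the 16 lists and the following alternatives were set before the data were examined. The alternatives were quantile normalization, normexp background correction (offset 50) followed by quantile normalization, and the authors' processed values. Others were no filter on dim probes, probes well above background on all 12 arrays, array quality weights, an intensity trend in the variances, the slide as a block and the replicate number as a block. Further ones were a fit to the 6 arrays of a fuel, 1 probe per gene, the equal-variance test per probe, and fry or camera with the correlation estimated from the data. Each of the 12 arrays was also left out in turn. Leaving 1 out kept 2 arrays in its group, and the variance was still estimated from all groups. Alternatives added after the data were seen were the brightness of each array (its log2 75th percentile) as a covariate, and the removal of each array's trend with probe GC content or with mean probe signal, as medians in 50 bins. The 3 list genes under other symbols were also left out in one such alternative.

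The procedure was tested on simulated data with the spread of these arrays, in which 200 of 26363 probes were changed. At a log2 change of 1, limma recovered 38.5% of them for DF and 35.5% for HFO, and at a change of 2 it recovered 88.5% and 88%, with between 6 and 9 false calls. The equal-variance test with adjusted p-values recovered 0 at a change of 1, and 24% and 26% at a change of 2. The simulated noise was independent between probes, with the same spread in all groups and no shift of brightness or slide. These values therefore do not give the error rates on the real arrays or compare the power for DF and HFO there.

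The GO term analysis of Table 1 was not repeated, since its annotation was not at hand. The histone entries of S2 Table are shortened there, so histone genes were taken by their symbols. Positions are those that the array annotation gives on hg19.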

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

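The tests of the difference between the fuels for whole gene lists, and the fits with brightness, probe GC content or probe signal, were chosen only after results had been seen, as were the brightness tests of the inflammation, oxidative stress, heat shock and energy metabolism lists.

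For 8 of 16 gene lists, the change with particles differed between DF and HFO by a test of the difference itself (fry, adjusted over the 16 lists). Higher in DF than in HFO were the 13 mitochondrially encoded protein genes (DF minus HFO median 0.998, adjusted p = 0.0485), the 11 metallothionein genes (0.665, 0.0491) and the 17 energy metabolism genes of S2 Table (0.802, 0.0394). Lower were the 13 heat shock genes (-1.74, 0.0485), the 27 inflammation genes (-1.24, 0.0491), the 7 oxidative stress genes (-1.89, 0.0394), the 8 translation factor genes (-0.715, 0.0394) and the 15 protein degradation genes (-0.542, 0.0434). The other 8 did not pass: histone (1.28, 0.0754), immediate-early (-1.89, 0.0727), RNA processing (-0.454, 0.0534), complex I (0.226, 0.148), ribosomal protein (0.334, 0.185), aryl hydrocarbon receptor target (-0.491, 0.112), NRF2 target (-0.0385, 0.985) and cell junction genes (-0.54, 0.147). Camera with its preset correlation called 15 of the 16 differences, all except NRF2 targets, and with an estimated correlation it called 0 (5 at an unadjusted p under 0.05, lowest adjusted p 0.107). For single probes, limma called 0 differences, with 2814 at an unadjusted p under 0.05 and 1908 called with array quality weights. Since any split gives at least 0 (10 of 10 splits of the 6 exposures did), the splits say nothing about this count.

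These differences were close to the threshold. With the replicate number as a block all 8 were lost, at adjusted p values of 0.092 or 0.14. Of 12 fits with an array left out, the translation factor difference passed in 5, oxidative stress and energy metabolism in 4, heat shock and protein degradation in 3, metallothionein and inflammation in 2, and mitochondrially encoded protein genes in 1. The direction of these 8 was kept in every alternative and leave-out. The energy metabolism, inflammation, oxidative stress, translation factor and protein degradation lists were chosen by the study on these arrays. Their p-values are therefore not independent evidence.

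The inflammation genes rose in all 3 HFO pairs (medians 0.941, 1.713 and 1.444), and in DF their median was 0.05. The tables argue against brightness as the source of the HFO rise. In HFO pair 1 the complete aerosol array was the brighter of the pair, by 0.463 on the log2 scale, and the median there was still 0.941. That array was, however, alone on its slide. The 3 complete DF arrays were all dim, without a rise in DF pairs 1 and 2 (-0.562 and -0.253), although DF pair 3 rose by 1.234. The study picked these genes on the HFO arrays, which favours a rise in each HFO pair. It also presents inflammation as specific to HFO, so the choice may favour the lack of a DF rise as well. Both weaken the argument. Adding brightness as a covariate gave an HFO median of 1.23 (fry adjusted p = 0.0544, against 0.00598 without it). The difference between the fuels passed with quantile normalization and with array quality weights. It was -0.8 with normexp and quantile normalization (adjusted p = 0.071) and -0.97 on the authors' processed values (0.059), so it depended on the scaling. Apart from HFO complete aerosol replicate 1, each change lies within a slide, and with slide as a block the difference was -1.49 (adjusted p = 0.05). A response to the particles of each fuel stays open, and so do the dilution, which differed between the fuels, and the particle mass, which the paper only estimates. These were not tested.

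For the energy metabolism genes, brightness and an effect of DF particles cannot be told apart. Under the brightness covariate the DF median was 0.748 and fry still called it (adjusted p = 0.0486), but no DF pair had the brighter array in complete aerosol, and the study had picked these genes on these arrays. The difference between the fuels was then 0.48 (adjusted p = 0.067). Of the mitochondrially encoded protein genes 9 are in this list, so the results of the 2 lists are not separate evidence. Their own difference was 0.6 with the covariate (adjusted p = 0.14).

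The metallothionein genes rose with DF by a median of 0.91, with 11 of 11 higher, 9 past the threshold and 10 adjusted over the list alone (camera adjusted p = 1.4e-05). In the DF pairs the medians were 0.826, 1.342 and 0.796. The HFO median was 0.38 (camera adjusted p = 0.043), and by pair -0.013, 0.775 and 0.367, highest in pair 2, whose complete aerosol array was as dim as those of DF. Their difference between the fuels was lost in all the alternative normalizations and filters, among them quantile normalization (0.4, adjusted p = 0.15) and normexp and quantile normalization (0.3, 0.1). Adding brightness gave 0.45 (0.26). The paper does not report this gene family.

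The translation factor and protein degradation genes fell in all 3 DF pairs (medians -0.997, -0.778 and -0.438, and -0.756, -0.864 and -0.558). In HFO they were lowest in the dim pair 2 (-0.397 and -0.452), against 0.389 and 0.153, and 0.101 and -0.202, in pairs 1 and 3. Their differences between the fuels were -0.39 and -0.28 with brightness as a covariate (adjusted p = 0.067 for both). The study picked these genes on these arrays, which leaves open how much of the difference is due to that choice.

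The heat shock genes rose in all 3 HFO pairs (0.686, 0.846 and 1.809), pair 1 with the brighter complete array among them. In DF their medians were -0.257, -0.643 and 0.143. The oxidative stress genes gave 0.941, 1.304 and 2.263 with HFO and -0.484, -0.846 and 0.601 with DF, with a DF median of -0.405 over the 3 dim complete arrays. For both lists this argues against brightness as the source of the HFO rise. The heat shock genes rose by 0.686 with the brighter array, but that array was alone on its slide, so slide and brightness differ together there. In DF, where all complete arrays were dim, they rose only in pair 3, by 0.143. The oxidative stress genes did not rise in DF apart from pair 3. The study picked them on the HFO arrays and presents oxidative stress as specific to HFO. That choice may favour both their HFO rise and their lack of a DF rise, which weakens the argument for this list. Under the brightness covariate the differences were -1.63 and -1.61 (adjusted p = 0.067 for both). Of the oxidative stress genes 5 are also immediate-early genes. In HFO alone, the covariate left the oxidative stress genes at a median of 1.89, which fry still called (adjusted p = 0.0486), and the heat shock genes at 0.90, which camera called (8.46e-09) and fry did not (0.139). A response to HFO particles stays open for these 2 lists, as do the dilution and the particle mass.

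Filtered DF and filtered HFO aerosol, which the paper does not compare, differed at 8525 of 26363 probes in limma (2806 higher and 5719 lower in DF). The count was between 5092 and 9400 with single arrays left out, and 13040 with array quality weights. The share of these probes that were higher in DF was 32.9%, against 46.9% with quantile normalization and 44.3% with normexp and quantile normalization. Of the 10 splits of the 6 filtered arrays into 3 and 3, 1 gave a count as large, the real one, and the others gave at most 1 probe. With 10 splits a share under 0.1 cannot arise, so the splits cannot decide on chance. The limma count itself, 5092 or more with any single array left out, argues against chance alone. Fuel and slide cannot be told apart here, since 0 slides held arrays of both fuels, and no fit with slide could be made. The gases of the 2 fuels, their dilution and the time of exposure stay open as well, and were not tested.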

How the results depend on the processing

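The fits with brightness as a covariate or with the trend of probe GC content or probe signal removed, and the tests of the difference between the fuels for gene lists, were chosen only after results had been seen. Values below are counts of probes or log2 medians, with adjusted p values in brackets. A result not named under a setting kept its direction and its side of the threshold there, or for a count stayed within 1.5 times. Single named genes are counted once per fuel, and those whose sign turned are named. For every changed result the cause was not tested, except where fewer probes or arrays show it.

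The DF lists that camera called kept their direction under every alternative and leave-out. They were histone, mitochondrially encoded, complex I, ribosomal protein, metallothionein, NRF2 target and heat shock genes and the 5 DF lists of S2 Table. Those of them other than ribosomal protein, NRF2 target and heat shock genes were lost by camera only when it estimated the correlation from the data. The HFO inflammation, oxidative stress, immediate-early and heat shock lists were also positive throughout, and camera lost them only with that setting. With brightness as a covariate, however, fry did not call the HFO inflammation (0.0544), heat shock or immediate-early genes (0.139 for both). The count of probes whose change differs between the fuels was 0 in limma in the settings in which it was counted, except array quality weights. It was not counted with the intensity trend or the fit to 6 arrays. Between 1598 and 5443 probes had an unadjusted p under 0.05 where that was counted and the adjusted count was 0. The intensity trend, the fit to the 6 arrays of a fuel and 1 probe per gene gave DF counts of 4362, 4885 and 3009. The intensity trend added calls for 4 named genes, and the fit to 6 arrays added 4 and lost 1. Leaving out the 3 list genes under other symbols changed no call.

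Quantile normalization gave 2116 DF probes (1173 higher, 943 lower) and 1 HFO probe past the threshold. The DF median of the ribosomal protein genes was 0.04 and not called, and that of the immediate-early genes was -0.11, of the opposite sign. In HFO, the histone (-0.16) and mitochondrially encoded genes (-0.09) turned negative, and the complex I (0.03) and metallothionein genes (0.01) were not called. In the difference DF minus HFO, complex I (0.15, 0.016) and RNA processing genes (-0.54, 0.049) passed, metallothionein genes did not (0.4, 0.15), and ribosomal protein (-0.04) and NRF2 target genes (0.02) changed sign. Of named genes, 7 lost and 2 gained a call.

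Normexp background correction and quantile normalization gave 392 DF and 106 HFO probes changed 2-fold, and 2184 and 538 changed 1.5-fold. Its offset of 50 pulls changes of dim probes toward 0. Ribosomal protein genes in DF (0.05) and complex I (0.04) and metallothionein genes (0.02) in HFO were not called. The signs turned for the immediate-early genes in DF (-0.05) and for the histone (-0.14) and mitochondrially encoded genes (-0.09) in HFO. Translation factor (-0.14, 0.044) and RNA processing genes (-0.28, 0.031) passed in HFO. Between the fuels, DF minus HFO, complex I genes passed (0.23, 0.015), metallothionein (0.3, 0.1) and inflammation genes (-0.8, 0.071) did not, and ribosomal protein (0) and NRF2 target genes (0.06) changed sign. A call was lost for 6 named genes and gained for 4.

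The authors' processed values gave 655 DF and 143 HFO probes changed 2-fold, and 3443 and 738 changed 1.5-fold. Ribosomal protein genes in DF (0.14) and in HFO (0.02) and metallothionein genes in HFO (0.01) were not called. The immediate-early genes in DF (-0.15) and the histone (-0.11) and mitochondrially encoded genes (-0.06) in HFO turned negative. For DF minus HFO, complex I (0.19, 0.036), ribosomal protein (0.1, 0.027) and RNA processing genes (-0.49, 0.041) passed, metallothionein (0.43, 0.063) and inflammation genes (-0.97, 0.059) did not, and the NRF2 targets changed sign (0.05). Among named genes 4 lost and 6 gained a call.

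Without the filter on dim probes, 754 DF probes and 1 HFO probe passed, among more tests on noisier probes. Changed 2-fold were 4588 DF and 1493 HFO probes, and changed 1.5-fold 18576 and 5652. In HFO the mitochondrially encoded (0.2, 0.12) and metallothionein genes (0.38, 0.064) were not called, and the aryl hydrocarbon receptor targets turned to 0.07, with 8 genes in place of 7. In the difference DF minus HFO, metallothionein (0.64, 0.07) and inflammation genes (-1.24, 0.054) did not pass. Of named genes, 10 lost a call. Only the 20665 probes well above background on all 12 arrays gave 1229 DF and 198 HFO probes changed 2-fold and 1184 HFO probes changed 1.5-fold, from fewer probes. The mitochondrially encoded genes in HFO (0.2, 0.083) and the metallothionein genes in DF minus HFO (0.67, 0.052) were then not called, and 2 named genes gained a call.

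Array quality weights gave 10656 DF probes, 5 HFO probes, 1908 probes whose change differs between the fuels (1377 higher and 531 lower in DF) and 13040 probes between the filtered aerosols. In DF the immediate-early (-0.13) and inflammation genes (-0.32, 0.049 and so called) turned negative, as did CXCL1 (-0.14) and IL8 (-0.68). In HFO the histone (-0.04) and translation factor genes (0.05) changed sign, and the mitochondrially encoded (0.22) and metallothionein genes (0.27) were not called. Between the fuels, DF minus HFO, histone (1.36, 0.031), aryl hydrocarbon receptor target (-0.46, 0.017), immediate-early (-2.32, 0.0069), RNA processing (-0.5, 0.0037) and cell junction genes (-0.58, 0.034) passed, and the NRF2 targets changed sign (0.23). A call was gained for 13 named genes.

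The slide as a block uses only the arrays other than HFO complete aerosol replicate 1 for HFO, since that array was alone on its slide. It gave 84 HFO probes. The metallothionein genes in HFO were not called (0.45, 0.068), and CYP1B1 (-0.24) and CYP4F8 (0.2) changed sign in HFO. For DF minus HFO, the mitochondrially encoded (0.83, 0.067), metallothionein (0.61, 0.096) and inflammation genes (-1.49, 0.05) did not pass, the immediate-early genes did (-2.31, 0.039) and the NRF2 targets changed sign (0.53). Among named genes 10 gained a call. Filtered DF against filtered HFO aerosol could not be fitted with slide.

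The same-numbered HFO arrays correlated across probes at 0.096, 0.239 and 0.039 after the group means were removed. Some unlike-numbered ones correlated at 0.271 and 0.225, so these values do not decide whether the HFO numbers follow the exposures. With the replicate number as a block, the DF count was 3531 and the HFO count 0 in limma (2924 at an unadjusted p under 0.05), and no list within a fuel gained or lost a call. In the difference DF minus HFO, all 8 called lists were lost: mitochondrially encoded (1.0), metallothionein (0.67), heat shock (-1.74), oxidative stress (-1.89), energy metabolism (0.8), translation factor (-0.72) and protein degradation genes (-0.54), each at 0.092, and inflammation genes (-1.24, 0.14). Of named genes, 3 lost and 2 gained a call.

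The equal-variance test that the S5 Fig legend names gave 8655 DF and 1666 HFO probes at an unadjusted p under 0.05, and 151 and 0 adjusted. Unadjusted, 25 named genes gained and 1 lost a call, and adjusted, 15 lost one. Fry in place of camera did not call 9 list results: NRF2 target (-0.68) and heat shock genes (-0.36) in DF, and in HFO mitochondrially encoded (0.2), ribosomal protein (0.36), metallothionein (0.38), NRF2 target (-0.43), energy metabolism (0.38), protein degradation (-0.19) and cell junction genes (-0.28). Camera with the correlation estimated from the data called none of the 24 that it called with the preset, at adjusted p values between 0.11 and 0.57. In DF these were histone (1.21), mitochondrially encoded (1.19), complex I (0.53), ribosomal protein (0.67), metallothionein (0.91), NRF2 target (-0.68), heat shock (-0.36), energy metabolism (1.15), translation factor (-0.81), protein degradation (-0.79), RNA processing (-0.85) and cell junction genes (-0.8). In HFO they were mitochondrially encoded (0.2), complex I (0.24), ribosomal protein (0.36), metallothionein (0.38), NRF2 target (-0.43), heat shock (0.96), immediate-early (1.83), inflammation (1.35), oxidative stress (2.02), energy metabolism (0.38), protein degradation (-0.19) and cell junction genes (-0.28).

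Brightness as a covariate gave 0 DF probes past the threshold (2416 at an unadjusted p under 0.05), 1245 changed 2-fold and a DF to HFO ratio of spreads of 1.381. In DF the immediate-early (-0.87, 0.001 and so called), inflammation (-0.33) and aryl hydrocarbon receptor target genes (0.05) changed sign and the NRF2 targets were not called (-0.02). In HFO the histone (-0.26, 0.0002 and so called), translation factor (0.15) and RNA processing genes (0.02) changed sign, and mitochondrially encoded (0.03), metallothionein (0.2), NRF2 target (-0.25), protein degradation (-0.05) and cell junction genes (-0.18) were not called. Between the fuels, DF minus HFO, mitochondrially encoded (0.6, 0.14) and metallothionein genes (0.45, 0.26) did not pass, nor did heat shock (-1.63), inflammation (-1.68), oxidative stress (-1.61), energy metabolism (0.48), translation factor (-0.39) and protein degradation genes (-0.28), each at 0.067, and the NRF2 targets changed sign (0.2). The signs turned in DF for CYP4F8 (-0.1), CYP2B6 (-0.21), IL8 (-0.62), CYP1A1 (0.99) and the chromosome 9 lincRNA probe (-0.33), and in HFO for NAA50 (0.04), CYP51A1 (0.07), CYP17A1 (-0.29) and CYP3A4 (-0.08). Another 16 named genes lost a call.

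With the trend of probe GC content removed, 2188 DF probes passed. The heat shock genes in DF (-0.33, 0.15) and the metallothionein genes in HFO (0.26, 0.083) were not called, and the histone genes (-0.09), NAA50 (0.02), CYP51A1 (0) and CYP17A1 (-0.06) changed sign in HFO. For DF minus HFO, mitochondrially encoded (0.93, 0.058), metallothionein (0.52, 0.075), heat shock (-1.69, 0.058) and inflammation genes (-1.24, 0.058) did not pass. A call was lost for 5 named genes and gained for 1. With the trend of probe signal removed, the immediate-early genes in DF (-0.08) and the histone (-0.12) and mitochondrially encoded genes (-0.08) in HFO turned negative, and complex I (0.06), ribosomal protein (0.04) and metallothionein genes (0.06) in HFO were not called. In the difference DF minus HFO, complex I (0.16, 0.024) and RNA processing genes (-0.51, 0.037) passed, metallothionein genes did not (0.41, 0.097), and the NRF2 targets were at 0. Among named genes 2 lost and 2 gained a call.

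With each of the 12 arrays left out in turn, the DF count lay between 0 and 5126 and the HFO count between 0 and 84. The DF count was 0 without DF filtered aerosol replicate 1 or 2 (5958 and 6875 at an unadjusted p under 0.05), 3 without DF complete aerosol replicate 2 and 1558 without DF complete aerosol replicate 1. The filtered aerosols differed at 5092 to 9400 probes. Changed 2-fold in HFO were 374 to 1026 and changed 1.5-fold 2067 to 4033, and the S7 Fig rule selected 698 to 1545 HFO probes. The ratio of spreads was 1.193 to 1.707 and the correlation between the fuels 0.073 to 0.449. Fewer arrays per group also lower the power of these fits.

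List medians in DF lay between -0.96 and -0.3 for NRF2 target, -0.62 and -0.2 for heat shock, -0.31 and 0.41 for immediate-early, -0.3 and 0.46 for inflammation and -0.41 and -0.15 for oxidative stress genes. In HFO they lay between -0.23 and 0.17 for histone, 0.03 and 0.43 for mitochondrially encoded, 0.17 and 0.51 for metallothionein, -0.12 and 0.1 for aryl hydrocarbon receptor target, -1.16 and -0.2 for NRF2 target, -0.11 and 0.13 for translation factor, -0.32 and -0.1 for protein degradation, -0.21 and 0.11 for RNA processing and -0.48 and -0.14 for cell junction genes. Some lists passed only with an array left out. Without DF complete aerosol replicate 3 the DF immediate-early (-0.31, 0.023), inflammation (-0.3, 0.038) and oxidative stress genes (-0.4, 0.041) were called. The HFO histone genes were called without HFO complete or filtered aerosol replicate 2 (-0.22 and -0.23, 0.0018 and 0.00031) and without HFO filtered aerosol replicate 3 (0.17, 0.017), and the HFO aryl hydrocarbon receptor targets without HFO complete aerosol replicate 2 (0.07, 0.016).

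The DF minus HFO medians lay between 1.04 and 1.58 for histone, 0.73 and 1.13 for mitochondrially encoded, 0.24 and 0.48 for ribosomal protein, 0.52 and 0.84 for metallothionein, -0.79 and -0.07 for aryl hydrocarbon receptor target, -0.39 and 0.53 for NRF2 target, -2.05 and -1.31 for heat shock, -2.31 and -1.53 for immediate-early, -1.76 and -1.02 for inflammation, -2.22 and -1.53 for oxidative stress, 0.58 and 0.91 for energy metabolism, -0.97 and -0.56 for translation factor, -0.69 and -0.44 for protein degradation, -0.56 and -0.3 for RNA processing and -0.7 and -0.27 for cell junction genes. Leave-outs in which these passed are given above for the 8 called lists. Of the others, immediate-early and RNA processing genes passed in 2, and histone, ribosomal protein, aryl hydrocarbon receptor target and cell junction genes in 1.

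Single genes changed sign with an array left out: in DF IL6 (-1.08 to 0.46), HS6ST1 (-0.13 to 0.31) and IL8 (-0.49 to 0.64), and in HFO CYP1B1 (-0.24 to 0.81), NAA50 (-0.14 to 0.09), CYP51A1 (-0.25 to 0.15), CYP17A1 (-0.25 to 0.36), CYP4F8 (-0.56 to 0.2), CYP2U1 (-0.36 to 0) and CYP3A4 (-0.06 to 0.71).

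Signal over background set no visible limit for bright probes, since the spike-in transcripts lay 1239.6-fold to 2499.1-fold above background. It limited dim probes, as 23099 to 28123 of 42405 probes per array were well above background.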

Differences from the paper's values

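Readings by eye from the figures were compared with the log2 fold changes of the same genes, and no test in this part was chosen only after the result was seen, except where said.

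For IL1A with HFO particles the paper's log2 fold change is about 0.9 in Fig 3F, read by eye after the re-analysed value was known, and the value here was 1.32. The distance was judged by the replicate SD, 0.42 for the value of 1.32. That SD was recomputed only for the other normalizations and the authors' processed values. Every other alternative, the leave-outs among them, was judged by 0.42. Of the alternatives set before the data were examined, the authors' processed values (0.86), array quality weights (1.16) and the fits without HFO complete aerosol replicate 2 (1.07) or HFO filtered aerosol replicate 3 (1.18) came within the SD of the paper's value. Those that did not were quantile normalization (1.43), normexp and quantile normalization (0.62, with a replicate SD of 0.24), slide as a block (1.46) and the other HFO leave-outs. The value was 1.32 with no filter on dim probes, probes well above background on all 12 arrays, the replicate block and the intensity trend. It was also 1.32 with the fit to the 6 HFO arrays and with a DF array left out. At 1.32 the distance from the paper's value equals the SD to the digits given, so a reading by eye cannot decide.

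For CYP3A4 with DF particles the paper's log2 fold change is about 1.5 in Fig 3E, read by eye, and the value here was 2.00. The replicate SD was 0.39 for the value of 2.00. It was again recomputed only for the other normalizations and the authors' processed values, and 0.39 was used for every other alternative. Of the alternatives set before the data were examined, the authors' processed values (1.52), quantile normalization (1.81) and the fit without DF filtered aerosol replicate 2 (1.88) came within the SD. The others did not. They were normexp and quantile normalization (1.14, with a replicate SD of 0.19), array quality weights (2.10), no filter on dim probes, probes well above background on all 12 arrays, slide and replicate blocks, the intensity trend, the fit to the 6 DF arrays (each 2.00) and the other leave-outs.

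The paper says that HFO particles induced IL8, IL6, the IL1 genes and CYP1A1 and affected CSF3, CXCL1 and CXCL2. All 8 were higher in 3 of 3 HFO pairs, and none passed the threshold in limma. At an unadjusted p under 0.05, the test named in the S5 Fig legend called IL6, CXCL2, IL1B, IL8, IL1A, CSF3 and CYP1A1, and not CXCL1. That setting was set before the data were examined.

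The paper also says that DF particles affected CXCL1, CXCL2 and CSF3. They were higher by 0.51, 1.26 and 1.96, and none passed the threshold. CSF3 was called with array quality weights (1.39), the intensity trend (1.96), normexp and quantile normalization (0.85), the authors' processed values (1.18) and without HFO filtered aerosol replicate 3. CXCL1 and CXCL2 were called under no setting.

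The paper describes translation at the ribosome as reduced by DF particles. The translation factor genes of S2 Table were lower (median -0.81), but the 87 cytosolic ribosomal protein genes were higher (0.67), falling to 0.04 with quantile normalization, 0.05 with normexp and quantile normalization and 0.14 on the authors' processed values.

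Table 1, which sums up the transcriptome, proteome and metabolome together, gives protein degradation as raised by DF particles. The 15 protein degradation genes that S2 Table lists had a median of -0.79, with 0 of 15 higher. All settings that were run gave a median below 0.

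The paper says that HFO particles did not induce mitochondria-associated genes and proteins. The 37 nuclear complex I genes had an HFO median of 0.24 (camera adjusted p = 9.8e-08, fry adjusted p = 0.0434), with 35 of 37 higher. It was 0.03 with quantile normalization and 0.04 with normexp and quantile normalization, where camera did not call it. Camera with the correlation estimated from the data (adjusted p = 0.26) and fry with brightness as a covariate (adjusted p = 0.154) did not call it either. The 13 mitochondrially encoded protein genes had an HFO median of 0.20 (camera adjusted p = 0.048), of the opposite sign with either quantile normalization and on the authors' processed values. The paper's pathway results come from GO terms enriched among its most regulated transcripts and proteins. A small RNA shift of a whole list is an unlike measure and does not contradict them.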

Other observations

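The brightness tests of the histone genes and the lists of small nuclear and nucleolar RNA genes and of lincRNA probes were chosen only after results had been seen, as were the fits with brightness, probe GC content or probe signal.

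The 3 complete DF aerosol arrays were dimmer than the filtered ones, by 1.01, 1.35 and 0.96 on the log2 scale. The spike-in transcripts were not dimmer there. Their signal over background was 1987.9, 2250.8 and 2499.1 on the complete and 1536.9, 1716.5 and 1683.5 on the filtered DF arrays. HFO complete aerosol replicate 2, which was also dim, had the highest value of the HFO arrays, 1869.8. This argues against a dimming of all spots on these arrays. Whether the lower signal of the samples came from the exposed cells, for instance from less RNA, or from the handling of the samples was not tested. The DF log2 fold changes had an SD across probes of 0.555. It was 0.522 after each array's trend with probe GC content was removed and 0.548 after its trend with probe signal was removed, which argues against either as the whole source of the width. Within groups, the slope of a probe on brightness correlated with its DF log2 fold change at -0.57, and at -0.546 from the HFO arrays alone. Once brightness was a covariate the SD was 0.492, and the count of DF probes past the threshold fell from 3759 to 0 (2416 at an unadjusted p under 0.05), while the median standard error rose from 0.232 to 0.321. Brightness goes with complete aerosol in all DF pairs, so that the covariate takes away power as well as signal. Brightness and the effect of DF particles on the width therefore cannot be told apart.

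HFO complete aerosol replicate 2 was as dim as the complete DF arrays. Across probes, the log2 changes of HFO pair 2 correlated with the mean DF change at 0.589, against -0.114 and 0.200 for HFO pairs 1 and 3. Single DF pairs correlated with the other 2 at 0.699, 0.676 and 0.526. This is consistent with a part of the DF pattern that follows the overall brightness of an array and not the fuel, but it rests on 1 array. The correlation of the DF and HFO changes fell from 0.373 to 0.073 without that array. Single HFO pairs correlated with the other 2 HFO pairs at only -0.035, 0.215 and 0.3, so they resembled each other less than the DF pairs did.

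The histone genes rose in all 3 DF pairs, and in HFO by a median of 1.055 in pair 2, against -0.433 and -0.545 in pairs 1 and 3. A candidate explanation is that their rise goes with low brightness of an array, which was a hypothesis found in these data. Their DF median under the brightness covariate was 0.49. It remains open whether both follow a change in the cells, since the array measures no total amount of RNA.

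The 41 small nuclear and nucleolar RNA genes had a median of 0.58 in DF and 0.35 in HFO, or -0.15 and 0.11 with brightness as a covariate. The 3343 lincRNA probes had medians of 0.45 and 0.07, or 0.11 and -0.06.

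HFO complete aerosol replicate 1 was alone on its slide. Without it, 1026 HFO probes changed at least 2-fold, against 410 with it and between 374 and 643 with another HFO array left out, and 84 passed the threshold, against 0. The lone slide and an unlike exposure cannot be told apart, since no other array shared that slide.

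For the DF count of 3759, 1 of 10 splits of the 6 DF arrays gave a count as large, the real one. Of the other 9, which gave 0 each, 3 part all 3 same-numbered pairs as the real one does, and the rest keep a pair on one side. For the HFO count of 0, any split gives at least as many (10 of 10 did), so that the splits say nothing about it. The largest gave 183 probes, with HFO complete aerosol replicate 1 and HFO filtered aerosol replicates 1 and 3 on one side, a split that follows neither slide nor brightness. With 10 splits the share cannot fall under 0.1, so the splits cannot decide on chance for the DF count.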
